# Genetics of tolerance in honeybees to the neonicotinoid clothianidin

**DOI:** 10.1016/j.isci.2023.106084

**Published:** 2023-02-02

**Authors:** Nadejda Tsvetkov, Simran Bahia, Bernarda Calla, May R. Berenbaum, Amro Zayed

**Keywords:** Zoology, Molecular biology, Environmental toxicology

## Abstract

The effects of neonicotinoid insecticides (NNIs) on honeybee health are intensely debated, with numerous studies showing negative effects of exposure, while others report no such effects. We carried out experiments to study the genetic and molecular basis of NNI tolerance in honeybees, which may underlie the discrepancies observed in the literature. We discovered that worker survival post-exposure to an acute oral dose of clothianidin is heritable (*H*^2^ = 37.8%). Tolerance to clothianidin was not associated with differences in the expression of detoxification enzymes in our experiments. Instead, mutations in the primary neonicotinoid detoxification genes *CYP9Q1* and *CYP9Q3* were strongly associated with worker survival post-clothianidin exposure. In some instances, the strong association between CYP9Q haplotypes and worker survival was associated with the protein’s predicted binding affinity for clothianidin. Our findings have implications regarding future toxicological studies utilizing honeybees as a model pollinator.

## Highlights

• Bee survival after acute clothianidin exposure is heritable, with *H*^*2*^ = 0.38
• Gene expression in Malpighian Tubules of susceptible bees showed signs of apoptosis
• Non-synonymous mutations in *CYP9Q1* and *CYP9Q3* were associated with survival
• Models were used to calculate the proteins’ binding affinity for clothianidin

## Introduction

The relationship between neonicotinoid insecticides (NNIs) and the health of the western honeybee (*Apis mellifera*) is intensely debated.^1^^,^^2^^,^^3^^,^^4^ Many studies subjecting honeybees to sublethal NNI exposure documented a wide range of harmful effects,^5^^,^^6^ while others found no ill effects,^7^^,^^8^ especially at the colony level. Although some of these discrepancies can be attributed to the differences in study methodologies and parameters, including the dose and duration of NNI exposure,^2^ and environmental conditions such as local weather and colony health, there is some evidence that suggests that honeybee genotype may influence tolerance to NNIs. For example, there is substantive variation in the median lethal dose (LD_50_) estimated for NNIs in honeybees.^9^^,^^10^^,^^11^^,^^12^ The LD_50_ is defined as the dose at which 50% of the test animals die.^13^ Laurino et al.^14^ reported the acute oral toxicity at 24 h for the NNI clothianidin for five different colonies of *A. mellifera ligustica,* which ranged from 9.69 ppb to 41.96 ppb. In another study, Rinkevich et al.^12^ tested multiple colonies from genetically distinct honeybee subspecies^15^^,^^16^^,^^17^ and found that Italian honeybees (*Apis m. ligustica)* were 34 times more sensitive to the NNI imidacloprid than Carniolan bees (*A. m. carnica*).

Managed honeybee colonies have surprisingly high levels of genetic diversity owing to human-assisted migration and introgression,^18^^,^^19^ and some of this variation may underlie differences in NNI tolerance. While colony and subspecies differences in LD_50_ may suggest that NNI tolerance is heritable, they may simply reflect environmental differences between colonies (e.g., nutrition, exposure to other pesticides, and prevalence of disease). Controlled experiments are needed to determine if NNI tolerance is indeed heritable and the degree to which genetics contribute to this important trait. Addressing this knowledge gap is essential for understanding the impact of NNIs on honeybee health and for resolving conflicting experimental evidence on the acute and sublethal toxicity of NNIs to honeybees.

Resistance to NNIs has been studied in several pest insects. It is often modulated by increased metabolism of NNIs by cytochrome P450 monooxygenases (CYP) proteins, although resistance can also be caused by mutations in nicotinic acetylcholine receptors subunits, the target sites of NNIs.^20^ Enhanced metabolism by CYP proteins can occur through mutations that increase protein expression or amino acid changes in the CYP proteins that alter their structure in ways that can affect recognition, binding, and breakdown of the pesticides.^20^^,^^21^ In honeybees, the CYP3 clade is most closely associated with NNI detoxification.^22^ After testing all 27 genes in the CYP3 clade, Manjon et al.^23^ showed the NNIs are metabolized by members of the CYP9Q subfamily, primarily CYP9Q1, CYP9Q2, and CYP9Q3. Natural genetic variation in these genes may thus underlie variation in honeybee tolerance to NNIs.

In this study, we exploited patriline differences within honeybee colonies to estimate broad-sense heritablity of NNI tolerance. Honeybees are haplo-diploid and the queen is polyandrous,^24^ so relatedness between worker bees sired by the same father (i.e., supersisters) is 75%, on average, whereas that between workers sired by different fathers (i.e., half-sisters) is 25%, on average. Because all workers within a colony experience the same maternal effects and environment, partitioning of the phenotypic variance to within and between partlines within a colony can be used to estimate broad-sense heritability (*H*^*2*^)—the proportion of phenotypic variance that is influenced by genetic variance.^25^^,^^26^^,^^27^^,^^28^

We exposed individual worker bees from two colonies to the average LD_50_ dose of clothianidin^12^^,^^14^ and recorded whether bees survived or died after 24 h of exposure. We genotyped the workers from this experiment at many microsatellite loci and assigned them to patriline families. This framework allowed us to estimate the heritability of NNI tolerance, here defined as the proportion of a patriline that survived the clothianidin treatment at 24 h. To characterize the molecular mechanisms underlying NNI tolerance in honeybees, we carried out a second experiment on the same colonies and patrilines, in which we exposed individual workers to a sublethal dose of clothiandin.^5^ After genotyping and assignment to patrilines, we carried out transcriptional profiling to identify differentially expressed genes between patrilines with high or low tolerance to NNIs, as determined by the lethal dose experiment. Here we targeted three tissues where NNI detoxification enzymes are known to be expressed: the brain, the ventriculus (i.e., midgut), and the Malpighian tubules.^29^^,^^30^ We then sequenced portions of the *CYP9Q1*, *CYP9Q2,* and *CYP9Q3* genes from high- and low-survival patrilines and determined whether mutations in these genes segregated with the propensity of a patriline to survive the lethal dose at 24 h. Finally, we performed a molecular modeling analysis of some CYP9Q1 and CYP9Q3 haplotypes associated with survival in our experiment. Our analyses reveal new insights into the genetic and molecular mechanisms underlying NNI susceptibility in honeybees and their implications for using honeybees for toxicological testing of insecticides.

## Results

### Experiment 1: Patriline effect on mortality

We used a standard method to study the genetic contribution of worker traits using naturally multiply mated queens in social insects.^26^^,^^28^^,^^31^^,^^32^^,^^33^ We randomly picked two honeybee colonies for our experiment without any prior knowledge of their NNI tolerance to increase the generality of our findings, as commonly practiced in other patriline studies.^26^^,^^32^ We individually exposed 496 honeybee workers from two colonies, each with a naturally mated queen, to 29 ppb of clothianidin, the average oral LD_50_ value published for honeybees by the United States Environmental Protection Agency.^34^ The proportion of dead bees at 24 h post-exposure was 28% (69/247) for Colony 36 and 16% (40/249) for Colony 37, a statistically significant difference (Chi-squared test χ^2^ = 9.510, df = 1, p = 0.002). This lower than expected mortality (i.e., 50%) is consistent with the large degree of variability in NNI toxicity for different honeybee colonies and strains.^12^^,^^14^

We genotyped each worker at 11 hypervariable microsatellite loci to infer their father’s genotype and then grouped workers within a colony into different patrilines. We found 26 patrilines in Colony 36 and 21 patrilines in Colony 37—well within the range of published estimates of multiple mating for honeybee queens.^35^^,^^36^ In both colonies, patriline had a statistically significant effect on survival (Figure 1; C36: Chi-squared test, χ^2^ = 57.842, df = 25, p < 0.001; C37: Chi-squared test, χ^2^ = 35.387, df = 20, p = 0.029). Patriline also had a statistically significant effect on survival when both colonies were analyzed together (Analysis of deviance type II, LR χ^2^ = 98.769, df = 45, p < 0.001). The greatest amount of deviance was explained by the differences among workers within patrilines, with *D*^*2*^ = 0.791. The patriline component explained 18.9% of the deviance, leading to a *H*^*2*^ estimate of 37.8%. We repeated the analysis with patrilines that had at least five workers tested and found similar levels of deviance explained by each factor (Colony: 2.2%; Patrilines within the colony: 17.2%; Bees within patrilines within colonies: 80.6%; *H*^*2*^ = 34.4%).

**Figure 1:**
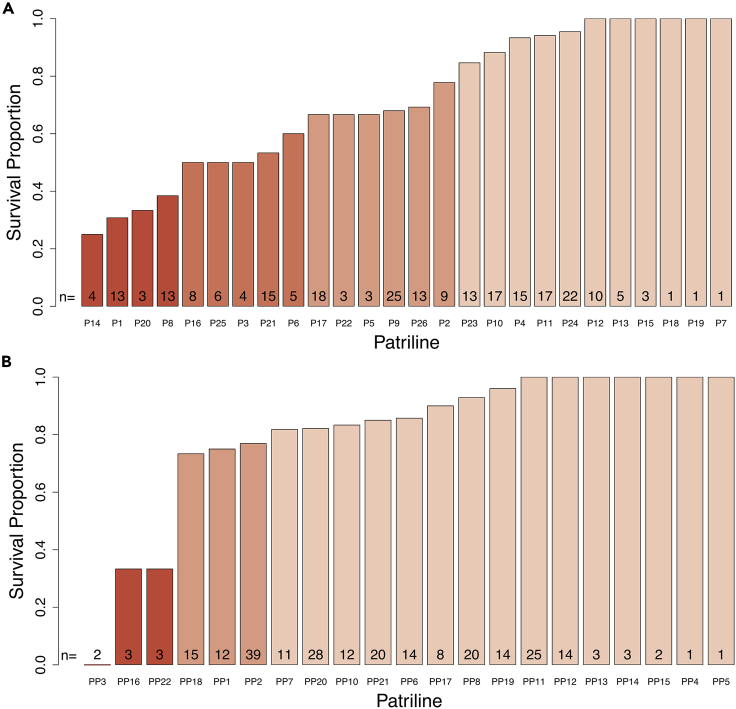
Patriline affects the survival of worker bees after clothianidin exposure (A) Colony 36 (Chi-squared test, χ^2^ = 57.842, df = 25, p < 0.001, N = 247) and (B) Colony 37 (Chi-squared test, χ^2^ = 35.387, df = 20, p = 0.029, N = 249). The numbers within each bar indicate the total number of workers tested for each of the patrilines. The height of the bar represents the mean.

### Experiment 2: Transcriptional profiling of neonicotinoid insecticide tolerant and non-tolerant patrilines

Experiment 1 demonstrated a genetic basis for NNI tolerance in honeybees. We carried out a second experiment on the same colonies to investigate transcriptional differences in three key tissues possibly associated with NNI tolerance in Experiment 1. We chose to focus on Colony 36, as it had the largest variation in bee survival. Worker bees (N = 367) were individually subjected to a sublethal dose of clothianidin (4.27 ppb). These bees were frozen 24 h post-exposure and were genotyped and assigned to the patriline whose survival was determined from Experiment 1. We chose three of the top surviving (“tolerant”) patrilines and three of the bottom surviving (“susceptible”) patrilines that had at least five bees each for further analysis. We dissected the brain, ventriculus, and Malpighian tubules of each bee and pooled each tissue from five workers per patriline. 

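RNA of 6 patrilines of Colony 36 was sequenced in 3 tissues: the brain, the ventriculus (the midgut, where food is digested) and the Malpighian tubules (excretory organs that open into the gut). Each of the 18 libraries was made from 1 pool of 5 workers, so n is 3 pools per group in each tissue, and the tissues of a patriline came from the same workers. Figure 2 gives the survival in Experiment 1 as 100% for P7, 95% for P24 and 94% for P11, the tolerant patrilines, and as 53% for P21, 38% for P8 and 31% for P1, the susceptible patrilines. Figure 1A gives 1 tested worker for P7 and between 13 and 22 for the other 5 patrilines. The paper's methods state a minimum of 5 tested bees for each chosen patriline, without naming the experiment. The survival of P7 in Experiment 1 rests on 1 worker and does not meet that minimum. All workers had received clothianidin at 4.27 ppb and were frozen after 24 h. Unexposed workers were not analysed here, so each comparison is between exposed groups. The authors deposited the number of sequenced fragments counted on each transcript in each library, without normalization. The 18 replicate pairs within a group and tissue differed by more than sampling noise (lowest chi-square per degree of freedom 45.6), and each pool was treated as 1 replicate. The counts were normalized with the TMM method of edgeR and compared between 3 tolerant and 3 susceptible pools in each tissue separately with its quasi-likelihood test. Transcripts with too few counts were removed first with edgeR's default filter (a minimum count of 10). The logFC is tolerant minus susceptible on the log2 scale, so a negative logFC is higher expression in the susceptible patrilines. Values per group are CPM, the count scaled to library size, as mean ± SD. The paper's text names edgeR and not which of its tests was run, so edgeR's exact test and likelihood ratio test and DESeq2 were run as well.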

We compared gene expression profiles between the tolerant and susceptible patrilines to highlight genes that may be associated with NNI tolerance.

We found no differentially expressed genes in the brain tissues of tolerant and susceptible patrilinies. 

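In the brain, 10268 transcripts passed the filter on low counts. The quasi-likelihood test of edgeR called 0 of them at an FDR under 0.05, and the lowest FDR was 1.00. An unadjusted p under 0.05 was reached by 151 transcripts, 115 of them higher in the susceptible patrilines. The exact test, the likelihood ratio test and DESeq2 also called 0. The groups did not overlap for 511 transcripts, 4.98% of those tested, where chance gives 10%. The biological coefficient of variation between pools of a group was 0.399. Royal jelly genes took 28.1% of the counts in the tolerant pool of P11 and 19.2% in the susceptible pool of P21, against 0.852% to 3.97% elsewhere. The P21 pool also held tubule transcripts at a median of 14.68% of the tubule level. Replicate pairs with P11 or P21 had a chi-square per degree of freedom of 1078 to 2001, against 45.6 and 108 without them. These pools widen the spread within groups, which limits what the 0 calls show. On counts simulated from these libraries with 200 of 10268 transcripts changed, the quasi-likelihood test called 43 of the 100 changed by 4-fold, so a change of that size could be missed. The exact test gave between 0 and 9 calls with 1 patriline left out. It called 9 without P21 and 1 each without P7 and without P1, and 0 without each of the other 3. The single calls were JHBP-1 without P7 (logFC = −1.87) and LOC409897 without P1 (logFC = −3.65), both singled out after their values were seen.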

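In the ventriculus, 8187 transcripts were tested. The uncharacterized transcript XR_003306097.1 of the gene LOC107965483 had 34.9 ± 19.2 CPM in the susceptible patrilines and 3.40 ± 0.206 CPM in the tolerant patrilines. It had 23.5 CPM in P8, 24.2 CPM in P1 and 57.1 CPM in P21, against 3.18 to 3.58 CPM in the tolerant pools. The logFC was −3.36 with a standard error of 0.381. It had the lowest FDR of the tissue in the quasi-likelihood test of edgeR, 0.483, and that test called 0 transcripts, with 339 at an unadjusted p under 0.05. The exact test gave it an FDR of 1.65e-12 and called this transcript alone. The likelihood ratio test called 5 transcripts, this one included, and DESeq2 called 14. The FDR of XR_003306097.1 ranged from 1.88e-17 to 0.997 over all settings, and its logFC from −3.58 to −2.81. Without P21 the quasi-likelihood test called it (logFC = −2.81, FDR = 0.00549), and without P24 it called 3 other transcripts. The exact test moved to 17 calls without P21, 62 without P24, 33 without P11, 5 without P1 and 4 without P7. In this tissue 788 transcripts had groups that did not overlap, 9.63% of those tested, where 10% arise by chance. Expression of XR_003306097.1 was also higher in the Malpighian tubules of susceptible patrilines, 32.4 ± 3.83 against 6.44 ± 2.72 CPM (logFC = −2.33, standard error 0.321, FDR = 0.192).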

We found a single gene, XR_003306097.1, encoding an uncharacterized protein that was upregulated in the ventriculus of susceptible bees (logFC = −3.35, p < 0.0001). 

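The number of transcripts called in the Malpighian tubules depended on the test. Of 9114 transcripts tested, the quasi-likelihood test of edgeR called 0 (lowest FDR 0.192), while 580 had an unadjusted p under 0.05, 465 of them higher in the susceptible patrilines. The exact test called 95, the likelihood ratio test 105 and DESeq2 164. With all 18 libraries in one quasi-likelihood fit, which takes the spread from the 3 tissues together, 65 transcripts were called and all of them were higher in the susceptible patrilines. That fit treats the 18 libraries as independent, although the tissues of a patriline came from the same workers, and its count carries this limit. The groups did not overlap for 1115 transcripts, 12.2% of those tested, against 10% by chance. Without P21 the quasi-likelihood test called 1 transcript, XR_003306309.1 (logFC = −3.03), named after its value was seen, and 0 without each of the other 5 patrilines.
Whether the difference between the groups itself differed between tissues was tested as an interaction. For the Malpighian tubules against the ventriculus, the quasi-likelihood test called 0 of 9570 transcripts (lowest FDR 0.0683), with 492 at an unadjusted p under 0.05. DESeq2 called 82 and the likelihood ratio test 67. The quasi-likelihood count was 34 without P7 and 1 without P21. With the patriline as a block it stayed at 0, and the likelihood ratio test with that block called 121. Against the brain, 0 of 10830 transcripts were called by the quasi-likelihood test, 33 by DESeq2 and 23 by the likelihood ratio test, and 512 had an unadjusted p under 0.05. Of the 96 transcripts of Table S1, 92 had an unadjusted interaction p under 0.05 against the ventriculus and 69 against the brain, but they were chosen for a difference in these same tubule libraries, so this is not independent evidence.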

The vast majority of transcriptional changes were observed in the Malpighian tubules (Figure 2). 

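Fatty-acid amide hydrolase 2-B (XM_026444401.1) was counted at 105 ± 23.8 CPM in the Malpighian tubules of tolerant patrilines and at 42.2 ± 6.12 CPM in those of susceptible patrilines. The logFC was 1.32 with a standard error of 0.191. The tolerant pools lay between 90.3 and 133 CPM and the susceptible pools between 37.2 and 49.0 CPM, so that the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 pools against 3 allow). The FDR was 0.218 in the quasi-likelihood test and 0.000546 in the exact test, and ranged from 1.64e-06 to 0.727 over all settings. The logFC stayed between 1.12 and 1.44 with 1 patriline left out. In the exact test this was the one transcript higher in the tolerant patrilines, and DESeq2 called 12.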

Tolerant patrilines had a single significantly upregulated gene in the Malpighian tubules: fatty acid amide hydrolase 2-B (logFC = 1.12, p < 0.0005). On the other hand, 95 genes were upregulated in the Malpighian tubules of susceptible patrilines (Sup. Table S1). These included Caspase-3, one of the main regulatory genes involved in apoptosis (logFC = −1.19, p < 0.05). 

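The exact test of edgeR called 94 transcripts higher in the Malpighian tubules of susceptible patrilines, the likelihood ratio test 104 and DESeq2 152. By the quasi-likelihood test none passed the FDR threshold: it called 0 there, and 465 had an unadjusted p under 0.05. On counts simulated from these 6 libraries, with 200 of 9114 transcripts changed, the exact test called 93 of the changed and 40 unchanged transcripts. The quasi-likelihood test called 49 of the changed and 5 unchanged transcripts. The number of exact-test calls in both directions depended on single patrilines: it was 143 without P21, 119 without P7, 104 without P1, 51 without P11, 49 without P8 and 38 without P24. Of the 95 calls made with all 6 patrilines, 86 were also called without P21 and 30 without P24. Thinning the 6 libraries to the 39722329 counts of the smallest left 98 calls, 94 of them among the 95. Most of these transcripts were more abundant in the midgut: 77 of the 94 had a higher mean CPM in the ventriculus than in the Malpighian tubules of susceptible patrilines.

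**Figure D1:**
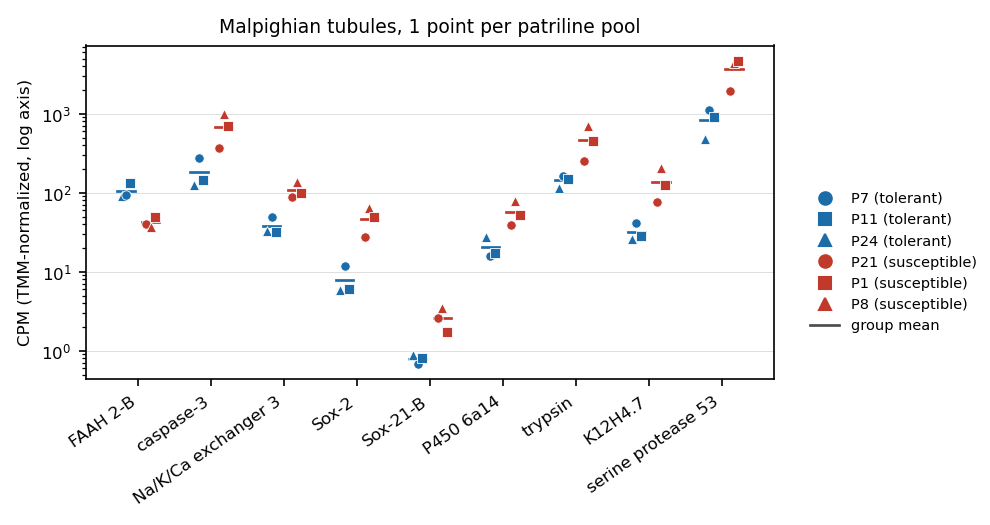
CPM of 9 transcripts named by the paper in the Malpighian tubules, on a log axis. Each point is 1 patriline pool, blue for tolerant and red for susceptible, and each bar is the mean of 3 pools. For each of the 9 transcripts the points of one color lie apart from those of the other; fatty-acid amide hydrolase 2-B (FAAH 2-B) is higher in the tolerant pools, with means of 105 and 42.2 CPM, and the other 8 are higher in the susceptible pools.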

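Caspase-3 (XM_394855.6) rose from 182 ± 80.9 CPM in tolerant patrilines to 684 ± 310 CPM in susceptible patrilines, a logFC of −1.91 with a standard error of 0.457. The highest tolerant pool, P7, had 274 CPM and the lowest susceptible pool, P21, had 371 CPM. The FDR was 0.425 in the quasi-likelihood test and 0.0175 in the exact test, with a range of 0.000935 to 0.975 over all settings. With 1 patriline left out, the logFC stayed between −2.34 and −1.55. In the ventriculus caspase-3 was more abundant in both groups, 2794 ± 315 CPM in tolerant and 2377 ± 498 CPM in susceptible patrilines.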

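The transcript of the sodium/potassium/calcium exchanger 3 (XM_016917454.2) was present in the Malpighian tubules at 108 ± 25.2 CPM in susceptible and 38.1 ± 9.60 CPM in tolerant patrilines. Its logFC of −1.50 had a standard error of 0.240, and leaving out 1 patriline gave between −1.73 and −1.30. The quasi-likelihood test gave an FDR of 0.233, the exact test 0.000470 and all 18 libraries in one fit 0.00317. Over all settings the FDR ranged from 1.14e-05 to 0.722.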

Another gene, involved in osmotic regulation in the Malpighian tubules, the sodium-potassium calcium exchanger 3, was also upregulated (logFC = −1.50, p < 0.0005). 

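Of the transcripts of SOX transcription factors in Table S1, Sox-2 (XM_026444698.1) had the highest counts in the Malpighian tubules, with 46.4 ± 18.2 CPM in susceptible and 7.89 ± 3.27 CPM in tolerant patrilines (logFC = −2.56, standard error 0.420). Its FDR was 0.233 in the quasi-likelihood test and 6.50e-05 in the exact test, and ranged from 1.49e-08 to 0.722 over all settings. Sox-21-B (XM_001121910.4) had 2.60 ± 0.851 CPM in susceptible and 0.789 ± 0.105 CPM in tolerant patrilines (logFC = −1.71, standard error 0.329). The FDR of Sox-21-B was 0.290 and 0.0178 in the same tests, with a range of 0.00235 to 0.908. Table S1 also lists a transcript under the name Sox-13 (XM_016912656.2), which was near the limit of counting. It had 78 counts over the 6 libraries and between 0 and 25 in each, or 0.522 ± 0.0823 CPM in susceptible and 0.0577 ± 0.0503 CPM in tolerant patrilines. Its fitted logFC was −3.16 with a standard error of 0.790 (quasi-likelihood FDR 0.441, exact test FDR 0.000828, range 0.000132 to 0.977). With the counts of the 3 transcripts of this gene added up, its logFC was −0.88. The gene of Sox-2 has 4 transcripts in the annotation, and fragments shared by them were not counted on any.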

Three SOX transcription factors were also upregulated in the susceptible group (Sox-2, logFC = −2.56, p < 0.0001; Sox- 1, logFC = −3.56, p < 0.001; and Sox 21-B, logFC = −1.71, p < 0.05). *CYP6A4* was the only cytochrome P450 among our differentially expressed genes; it was upregulated in the susceptible group (logFC = −1.47, p < 0.05).

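The P450 of Table S1 is listed there as cytochrome P450 6a14 (XM_026444746.1, gene LOC107965400). In the Malpighian tubules it was counted at 56.3 ± 19.7 CPM in susceptible and 20.3 ± 6.51 CPM in tolerant patrilines, with no overlap (16.0 to 27.8 against 39.3 to 77.9 CPM). The logFC was −1.47 with a standard error of 0.327, and between −1.76 and −1.16 with 1 patriline left out. It had an FDR of 0.410 in the quasi-likelihood test and 0.0201 in the exact test, with a range of 0.00214 to 0.975 over all settings. In the ventriculus the difference had the opposite sign, 497 ± 155 CPM in tolerant and 333 ± 56.2 CPM in susceptible patrilines, and did not pass the FDR threshold (logFC = 0.58, FDR = 0.986).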

**Figure 2:**
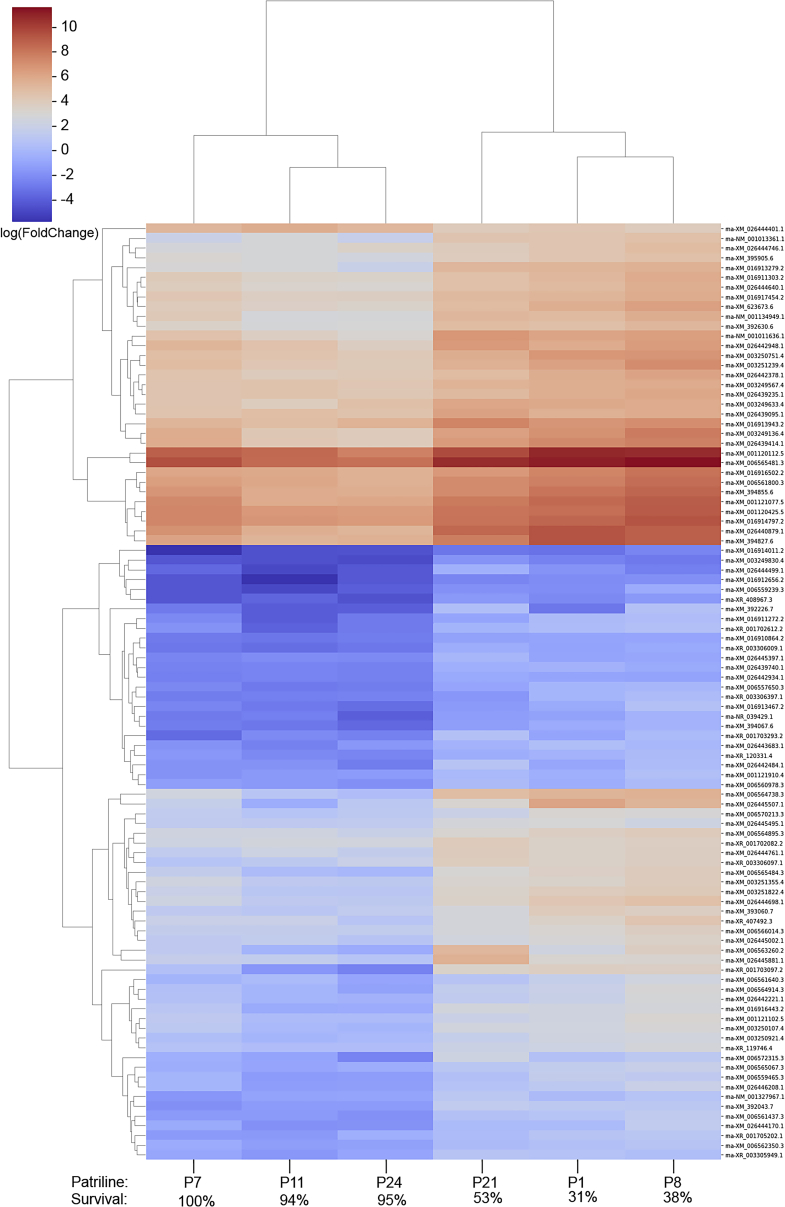
Gene expression differences associated with susceptibility to acute clothianidin exposure Heatmap of differentially expressed genes in the Malpighian tubules between tolerant and susceptible patrilines from Experiment 2. Survival denotes the average percent of workers that survived from Experiment 1.

Gene ontology analysis of the up-regulated genes in the Malpighian tubules of susceptible bees indicated proteolysis (GO:0006508) as the only enriched biological process (BP) (p < 0.016). This group includes endothelin-converting enzyme homolog, trypsin, disintegrin and metalloproteinase domain-containing protein 10-like, putative serine protease K12H4.7, caspase-3, aminopeptidase N (Gene ID: 551,180), aminopeptidase N (Gene ID: 551,224), and serine protease 53. 

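All 8 of these transcripts were lower in the Malpighian tubules of tolerant patrilines, with a logFC between −2.90 and −1.69. For all 8 the groups did not overlap, where 10% of transcripts do so by chance. They were picked by a test on the same pools, so exceeding that share was largely fixed by the selection. The exact test gave each an FDR under 0.05, from 2.44e-08 for the endothelin-converting enzyme homolog to 0.0432 for the disintegrin and metalloproteinase domain-containing protein 10-like. None passed the quasi-likelihood test over all transcripts, where 0 were called, with FDR values from 0.192 to 0.425. All 8 passed it when adjusted over the list alone, but the list was chosen on these libraries and is not independent evidence. Aminopeptidase N (XM_006565481.3) was the most abundant, at 5836 ± 1822 CPM in susceptible and 1103 ± 529 CPM in tolerant patrilines (logFC = −2.40, standard error 0.422). Serine protease 53 was at 3681 ± 1497 and 842 ± 326 CPM (logFC = −2.13, standard error 0.456), and trypsin at 469 ± 228 and 143 ± 24.7 CPM (logFC = −1.71, standard error 0.382). In the ventriculus these 3 transcripts were at 15992 ± 3550, 14528 ± 1927 and 2157 ± 596 CPM in susceptible patrilines, above their level in the tubules. The endothelin-converting enzyme homolog (XM_392043.7) was at 5.95 ± 0.818 CPM in susceptible and 0.791 ± 0.172 CPM in tolerant tubules, and at 3.33 ± 1.57 CPM in the ventriculus of susceptible patrilines. Its gene has 5 transcripts. The logFC of this transcript in the tubules was between −3.005 and −2.737 with 1 patriline left out, and between −3.005 and −1.861 over all settings. The gene ontology test itself was not repeated here, because the annotation table used here gives no product names or terms.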

Up-regulated genes in the Malpighian tubules of susceptible bees were also enriched for multiple molecular functions, including: peptidase activity (GO:0008233), peptidase activity-acting on L-amino acid peptides, beta-N-acetylhexosaminidase activity (GO:0004563), hydrolase activity (GO:0016787), hexosaminidase activity (GO:0015929), endopeptidase activity (GO:0004175), metallopeptidase activity (GO:0008237), catalytic activity, acting on a protein (GO:0140096), aminopeptidase activity (GO:0004177), catalytic activity (GO:0003824), serine-type peptidase activity (GO:0008236), and serine hydrolase activity (GO:0017171).

### CYP9Q mutations and neonicotinoid insecticide tolerance

To explore if genetic variation in key detoxification genes was associated with NNI tolerance, we sequenced the three CYP9Q genes encoding enzymes known to metabolize NNIs—CYP9Q1, CYP9Q2, and CYP9Q3^23^—in bees from Experiment 1. From each colony, the highest and lowest five patrilines in terms of survival with at least five tested bees were chosen for further analysis. We found non-synonymous mutations in all three CYP9Q genes (Figures S1–S3). Across all three genes, we identified 13 distinct CYP9Q haplotypes (i.e., 13 unique combinations of mutations across CYP9Q1, CYP9Q2, and CYP9Q3). These multigene CYP9Q haplotypes had a statistically significant effect on patriline mean survival (Analysis of deviance type II, Likelihood Ratio (LR) χ2 = 53.241, df = 14, p < 0.001). When analyzed individually, CYP9Q1 and CYP9Q3 haplotypes had a statistically significant effect on patriline survival (CYP9Q1: Analysis of deviance type II, LR χ2 = 49.610, df = 7, p < 0.001; CYP9Q3: Analysis of deviance type II, LR χ2 = 40.841, df = 8, p < 0.001). CYP9Q2 haplotypes did not have a statistically significant effect on survival (Analysis of deviance type II, LR χ2 = − 12.2188, df = 6, p = 1.00).

We then carried out a classification tree analysis to examine how individual haplotypes at CYP9Q1 (n = 6), CYP9Q2 (n = 4), and CYP9Q3 (n = 7) were associated with NNI tolerance. The analysis revealed that CYP9Q3 and CYP9Q1 haplotypes best predicted survival (Figure 3; split = 2, CP = 0.01). CYP9Q3 appeared to have the largest effect on survival, with CYP9Q3 haplotypes L, N, or P associated with lower survival relative to other haplotypes (Figure 3). CYP9Q1 haplotypes modulated the effect of the survival-reducing haplotypes of CYP9Q3 (Figure 3). The combination of CYP9Q3 haplotypes L, N, or P and CYP9Q1 haplotype B or E had the lowest survival rates in our dataset. CYP9Q2 haplotypes did not improve survival prediction in the tree classification analysis.

**Figure 3:**
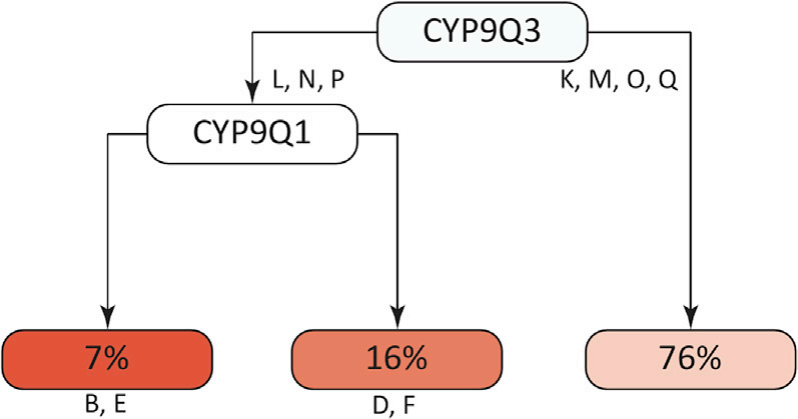
CYP9Q3 and CYP9Q1 haplotypes predict bee survival A classification tree analysis of the bee survival after acute clothianidin exposure by their CYP9Q1, CYP9Q2, and CYP9Q3 haplotypes. CYP9Q3 haplotypes had the largest effect on survival, while CYP9Q2 had no effect on survival. Letters denote the haplotype of the gene in the box directly above them. The percentage indicates the percent of bees that survived with those haplotypes.

### Predicted effects of individual mutations on the functionality of CYP9Q1 and CYP9Q3

The association between certain combinations of CYP9Q haplotypes and NNI tolerance suggests genetic interactions between CYP9Q genes are important for NNI detoxification. Accordingly, we examined the predicted effect of CYP9Q mutations based on modeling their ability to recognize, bind, and subsequently metabolize NNIs.

In CYP9Q1, there were five possible mutations found in the five haplotypes considered (Table 1: haplotype E was not considered as it produces a truncated protein). The mutation Gln60Glu was predicted to introduce a buried charge and thus potentially change the capacity to bind, recognize, or metabolize clothianidin; however, this residue is not part of any predicted SRS, catalytic site, or pocket. This mutation was found in haplotype A only, which had a high survival rate of 90%. The mutation Pro87Ser, present only in haplotype F, returned the highest score for mutational sensitivity in CYP9Q1 (Table 1); a Ser residue in that position is less favorable than Pro according to the resulting position-specific score matrix (PSSM), but the residue is not part of any predicted SRS, catalytic site, or pocket. This haplotype had a higher than average survival of 68%. The three other mutations in CYP9Q1 haplotypes (Ser213Ala, Met252Val, and Thr257Ala) all have relatively low mutational sensitivity scores (Table 1), but Ser213Ala is only two amino acids upstream of SRS2, hypothesized to be part of the substrate access channel in P450s. This mutation is present in two of the haplotypes B and D, which represent both high and low-surviving patrilines that segregate based on their CYP9Q3 haplotypes. Met252Val is located between SRS3 and helix K, and the Thr257Ala substitution is in helix K. SRS3 is part of the substrate access channel in P450s and helix K—identified by the ultra-conserved motif Glu-X-X-R in P450s—is in close proximity to the heme and believed to stabilize the structural catalytic core of P450s.^37^ These mutations are found in haplotype B that when present with CYP9Q3 haplotype N has a low survival rate, but when found with CYP9Q3 haplotype Q has a high survival rate. The Ser213Ala, Met252Val, and Thr257Ala are simultaneously present in haplotype B, indicating that this haplotype might have the most compromised functionality.

**Table 1:** Mutational sensitivity scores for the CYP9Q1 and CYP9Q3 haplotypes

Protein	Residue ID	Mutation	Haplotype	Score
CYP9Q1	60	GLN > GLU	A	16
	87	PRO > SER	F	85
	213	SER > ALA	B,D,E	22
	252	MET > VAL	B,E	8
	257	THR > ALA	B,E	5
CYP9Q3^a^	62	THR > MET	O,K,L,M,N	7
	152	THR > ILE	K	14
	238	GLY > ARG	N	6
	238	GLY > ASP	M	8
	288	MET>THR	L	11
	302	THR > −	P	NA^b^
	317	LEU > ILE	M,N	8
	380	VAL > ALA	M,N,L	12
	387	ALA > PRO	M,N	3

a CYP9Q3 Haplotype Q is identical to wild type, thus mutation score cannot be calculated. We did not calculate CYP9Q2 mutation scores.

b The algorithm does not score deletions; however, the average score for mutations in this site (to any of the other 20 amino acids) is the highest of all mutations found in our study.

In CYP9Q3, there were nine mutations identified across seven haplotypes, with several haplotypes having more than one mutation (Table 1). The mutational effect score of the substitutions is relatively low, except for the deletion of Thr302, which cannot be scored because Missense3D and SuSpect software only score substitutions. However, the average score of any possible substitution in Thr302 is 70, an average score in the highest 80th percentile across scores of all other residues in the protein (Table 1). Thr302 falls in helix I, involved in proton delivery and part of the core catalytic domain. Amino acid changes in helix I are rare as they would create distortions changing the interaction of the core catalytic site with both the heme and the substrate^38^; thus, the Thr302 deletion is predicted to be the most detrimental mutation among the ones detected. This deletion was present only in haplotype P, which had a survival rate of 68%. The mutations Gly238Arg/Asp in haplotypes M and N and Val380Ala in haplotypes M, N, and L could also interfere, to some extent, with the ability of CYP9Q3 to recognize, bind, and/or metabolize the substrate because they are located near SRS3 and SRS5. Haplotype M has a high survival rate of 75% and only appeared with a wild-type CYP9Q1 haplotype. Haplotype N had a low survival rate, regardless of the CYP9Q1 haplotype. Haplotype L had a survival rate of 51% and was only found with CYP9Q1 haplotype D.

### In-silico clothianidin docking with CYP9Q1 and CYP9Q3 variants

We used the crystal structure of CYP3A4 (PDB ID: 1TQN)^39^ as a template to build homology-based models for all the CYP9Q haplotypes using the MOE environment (Chemical Computing Group Inc., Montreal, Canada).

Docking of clothianidin in the predicted active pocket of each CYP9Q1 haplotype showed that haplotype C had the most favorable potential energy when docked. Haplotype C docked with clothianidin also had the shortest distance from its Thr308 in the I-helix to the heme. Haplotype A showed the second most favorable potential energy in the docked conformation, whereas haplotypes B, D, and F scored similarly in terms of final potential energy and distances from the heme oxygen intermediate to both the methyl group in clothianidin and the Thr308 residue in the P450.

Docking of clothianidin in the predicted active site of each CYP9Q3 haplotype showed that haplotype P would dock clothianidin with average final distances from the reactive site (methyl group in clothianidin) to the heme oxygen intermediate; these distances are likely too large (greater than 9 Å) to enable functionality (Table S2). These dockings also had the largest final interacting energy, indicating a less favorable interaction. The shortest distances between the methyl group in clothianidin and the heme as well as the lowest final interacting energy were found in haplotype O.

We found a statistically significant correlation between survival and final interacting energy of CYP9Q3 (Pearson’s product-moment correlation, t = −2.537, df = 18, p value = 0.021, r = −0.513). We also found a statistically significant correlation between survival and distance from the methyl group of clothianidin to the heme intermediate after E minimization for CYP9Q3, but only for the haplotypes from susceptible patrilines (Pearson’s product-moment correlation, t = 4.958, df = 3, p value = 0.016, r = 0.944). We found no statistically significant correlations between survival and the CYP9Q1 parameters (Pearson’s product-moment correlation, p > 0.05 for all parameters).

## Discussion

In this study, we investigated the degree to which NNI tolerance is heritable and whether gene expression or genetic variation in the CYP9Q1-3 genes can explain the difference in NNI tolerance. We first exposed nearly 500 honeybee workers to the average oral LD_50_ for the NNI clothianidin and tested whether workers surviving 24 h after exposure differed with respect to their patriline genetics from workers that died within 24 h of exposure. We found that patriline genetics had a strong and significant effect on 24 h survival after acute clothianidin exposure. The broad-sense heritability of this phenotype is 37.8%, suggesting a substantive genetic contribution to NNI tolerance in honeybees. While the environment clearly plays an important role in influencing tolerance to clothianidin, our results suggest that the large variation in LD_50_ estimated from different honeybee colonies and subspecies,^12^^,^^14^ and the large variation in “health” outcomes after NNI exposure in honeybees,^9^^,^^10^^,^^11^^,^^12^^,^^40^ may be partially influenced by honeybee genetics.

We explored two potential mechanisms underlying the heritability of NNI tolerance in honeybees. We first tested the hypothesis that tolerant honeybee patrilines express detoxification enzymes at higher levels than susceptible patrilines. We exposed bees from the same colonies used to demonstrate the heritability of NNI tolerance to a sublethal dose of clothianidin and collected them 24 h later for RNA sequencing. We reasoned that this sublethal clothianidin challenge would have allowed bees to activate their detoxification system, thereby allowing us to compare the expression level of cytochrome P450 genes in the tolerant versus susceptible patrilines. Our transcriptomic comparisons were independently carried out in three separate tissues known to be important for NNI detoxification in honeybees: the brain, ventricus, and the Malpighian tubules.^29^^,^^30^ Contrary to our predictions, we found no evidence of upregulation of CYP9Q1, CYP9Q2, CYP9Q3, or other P450s in worker bees from tolerant patrilines relative to susceptible patrilines. Moreover, GO terms associated with detoxification were not enriched among differentially expressed genes between these two groups. 

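The 3 CYP9Q genes lie near one another in the assembly Amel_HAv3.1 and belong to one subfamily, and fragments that align equally well to more than one place were not counted on any transcript, so their values are uncertain to that extent. CYP9Q1 (XM_006562301.3) was at 6319 ± 1446 CPM in the Malpighian tubules of tolerant and 5642 ± 2364 CPM in those of susceptible patrilines (logFC = 0.16, standard error 0.364). CYP9Q2 (XM_392000.7) was at 24040 ± 3040 and 21808 ± 6941 CPM (logFC = 0.14, standard error 0.353) and CYP9Q3 (XM_006562300.3) at 7490 ± 6290 and 3153 ± 2258 CPM (logFC = 1.25, standard error 0.884). Without P21 the logFC in the tubules was −0.0499 for CYP9Q1 and −0.0313 for CYP9Q2. The tolerant mean of CYP9Q3 rested on P7 with 14005 and P11 with 7011 CPM, while P24 had 1453 CPM. Its logFC was 0.42 without P7 and 1.99 without P1.
In the ventriculus the logFC was 0.0532 for CYP9Q1, −0.57 for CYP9Q2 (unadjusted p 0.0291) and −0.93 for CYP9Q3, or −1.425 without P11. That of CYP9Q1 was −0.42 without P24 and −0.0558 with scaling to library size only. In the brain CYP9Q1 had a logFC of −1.89 with a standard error of 1.28. The brain pool of P21 held 892 CPM of CYP9Q1, against 31.9 and 44.8 CPM in the other susceptible pools and 58.6 to 137 CPM in the tolerant pools, and without P21 the logFC was 1.19. Of 87 transcripts abundant in tubules and low in brain, CYP9Q1 included, 83 were higher in the brain pool of P21 than in every other brain pool. CYP9Q2 in the brain had a logFC of −0.81, and −0.0768 without P21. CYP9Q3 was at 923 ± 74.6 CPM in tolerant and 828 ± 17.1 CPM in susceptible brains (logFC = 0.16, standard error 0.140). Of the 3 genes in 3 tissues, 0 passed an FDR of 0.05 in the quasi-likelihood test, the exact test, the likelihood ratio test or DESeq2, although DESeq2 gave no adjusted p for CYP9Q1 in the brain. CYP9Q2 in the ventriculus was the 1 comparison with an unadjusted p under 0.05. Its mean there was 1122 CPM in tolerant and 1665 CPM in susceptible patrilines, far below its level in the tubules. The ventriculus pool of P11 held tubule transcripts at a median of 2.24% of the tubule level, against −2.05% to 1.03% in the other ventriculus pools. Whether tubule RNA bears on the ventriculus values of CYP9Q2 and CYP9Q3 was not tested.
A list of 11 P450 genes that could be named was tested as well, the CYP9Q genes included. In the Malpighian tubules 9 had enough counts, 7 of them higher and 2 lower in tolerant patrilines, and 0 passed the FDR threshold of the quasi-likelihood test, with 1 at an unadjusted p under 0.05. That one was cytochrome P450 6a14, which was lower in tolerant patrilines, was called by the exact test, the likelihood ratio test and DESeq2, and also passed when adjusted over the list alone. It entered the list because it was called in these libraries, so this is not independent evidence. In the brain 1 of 7 was higher and 6 were lower in tolerant patrilines, and in the ventriculus 3 of 7 were higher and 4 lower. None of these 14 comparisons passed the threshold in the quasi-likelihood, exact or likelihood ratio test, nor did the 11 to which DESeq2 gave an adjusted p (none was given for CYP6AS11 and CYP9Q1 in the brain and CYP6AS5 in the ventriculus). An unadjusted p under 0.05 was reached by 0 in the brain and 1 in the ventriculus. As a set, tested with limma's camera across all transcripts, the P450 genes gave a p of 0.0652 in the brain and 0.104 in the ventriculus, both toward lower in tolerant (adjusted over the 3 tissues, 0.156 in both). In the tubules it was 0.192, before and after adjustment, toward higher in tolerant. The set there holds cytochrome P450 6a14, which entered for its lower level in tolerant pools of these libraries and so weighs against that direction. The tubule set p carries this limit, and the set was not tested without that gene. The brain p was 0.854, toward higher in tolerant, without P21, and 0.0179 without P8, 0.00725 without P1 and 0.0449 without P11. The fits without P8, P1 or P11 keep the brain pool of P21, which held tubule transcripts at a median of 14.68% of the tubule level. Of the genes lower in tolerant brains, CYP6AS11, CYP9Q1 and CYP9Q2 had group means of 4051 to 24040 CPM in the tubules. The brain direction may therefore reflect that pool. The ventriculus p was 0.00698 without P11. With no filter on low counts, the tubule p was 0.0268. Under fry or with an estimated correlation none of the 3 sets passed, with p between 0.169 and 0.462.

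**Figure D2:**
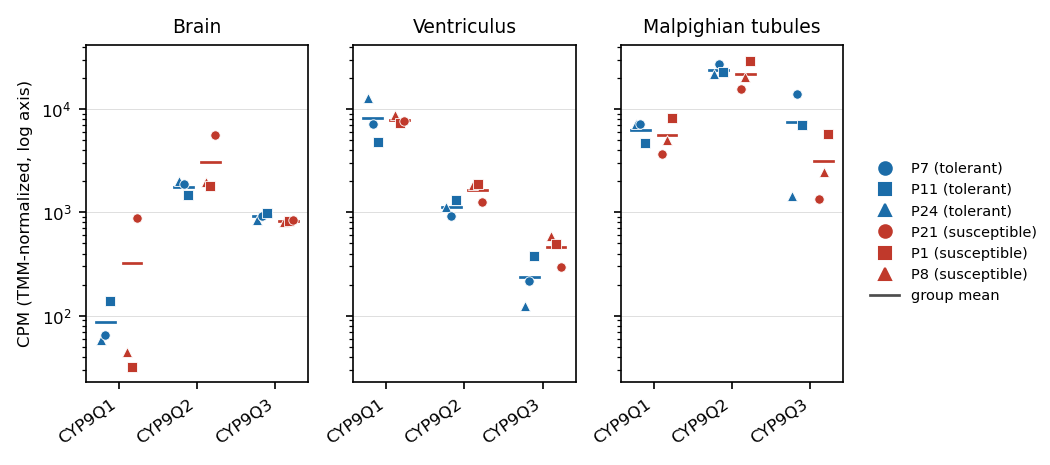
CPM of CYP9Q1, CYP9Q2 and CYP9Q3 in the 3 tissues, on a log axis. Each point is 1 patriline pool, blue for tolerant and red for susceptible, and each bar is the mean of 3 pools. The red point for CYP9Q1 in the brain that stands apart is P21 at 892 CPM, and the CYP9Q3 points of tolerant tubules spread from 1453 to 14005 CPM.

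The paper had predicted that tolerant patrilines express detoxification enzymes at higher levels. It found no such difference in 3 tissues, no enrichment of detoxification gene ontology terms, and 1 P450 gene higher in the susceptible group. From these it reasons that higher expression of CYP9Q or other P450 genes 24 h after exposure does not mediate tolerance. The paper proposes that earlier differences in activation may have been missed, and its limitations name differences before or after sampling.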

We found only a single cytochrome P450 gene, CYP6A4, among our differentially expressed genes, but its expression level was actually higher in the susceptible group. Our results here indicate that NNI tolerance is not mediated by higher expression of CYP9Q genes or other cytochrome P450 genes in tolerant patriline 24 h after exposure. It is possible that we missed the differences in the activation of the detoxification genes, if they occurred in less than 24 h. The majority of gene expression changes observed in the Malpighian tubules of susceptible patrilines post-exposure to clothianidin appear to be associated with clothianidin-induced damage to this organ as previously demonstrated.^41^^,^^42^

We then tested and found support for the hypothesis that allelic variations in CYP9Q genes underlie NNI tolerance in honeybees. We identified non-synonymous and presumably functional mutations in three CYP9Q genes. CYP9Q haplotypes were significantly associated with 24-h survival of bees exposed to clothianidin. Survival rate was particularly associated with CYP9Q3 haplotypes and—to a lesser extent—CYP9Q1 haplotypes. This finding is consistent with the findings of Manjon et al.,^23^ who showed that CYP9Q3 had the highest efficiency when metabolizing NNIs out of all of the CYP3 genes. Our analysis hints at complex epistatic interactions between CYP9Q3 and CYP9Q1 in modulating NNI tolerance, as CYP9Q1 haplotypes appear to modulate the main effect of CYP9Q3 haplotypes on survival. Epistatic effects of multiple mutations in detoxification genes have been reported previously.^43^^,^^44^ While Manjon et al.^23^ found that CYP9Q2 was a more efficient NNI metabolizer than CYP9Q1, CYP9Q2 haplotypes did not significantly affect survival in our experiment. This difference could be due to the similarity between the substituted amino acids we found in the CYP9Q2 haplotypes: Ile248Val and His467Tyr. Isoleucine and valine are both aliphatic and hydrophobic, while histidine and tyrosine are both aromatic and hydrophobic. These types of amino acid substitutions are unlikely to cause structural change in the protein.^45^^,^^46^ In other words, while CYP9Q2 plays an important role in metabolizing NNIs,^23^ the amino acid-changing mutations discovered herein were all conservative and unlikely to affect the structure and function of this protein.

Three other lines of evidence suggest that allelic variation in CYP9Q genes influences NNI tolerance in honeybees. First, at least one, and in some cases several, of the discovered non-synonymous mutations in CYP9Q3 and CYP9Q1 has a mutational effect score that is theoretically expected to affect how these proteins recognize, bind, and metabolize clothianidin. Second, at least one, and in some cases several, of the CYP9Q3 and CYP9Q1 haplotypes appear to compromise docking between the resulting proteins and clothianidin, based on in-silico docking analysis. Finally, there is a statistical association between some of the in-silico docking parameters with 24-h survival from Experiment 1; these results would be expected if mutations in CYP9Q genes were underlying the observed NNI tolerance in honeybees.

Our study demonstrated that honeybees have genetic variation that is statistically associated with the ability of worker bees to survive acute clothianidin exposure over the short term (24 h). The underlying mechanism of short-term NNI tolerance appears to be associated with allelic variants that compromise the ability of CYP9Q3 and CYP9Q1 to recognize, bind, and metabolize clothianidin, although additional functional work is required to validate this hypothesis. Our results are important for the field of ecotoxicology, where a small number of individuals are often used as a proxy for entire species and their guilds. For example, according to the United States Environmental Protection Agency, only 150 individual honeybees need to be tested to demonstrate the safety of a pesticide for the entire species, which may be from a single colony,^47^ and such a study can be used as a surrogate to infer the safety of the pesticide for “Terrestrial Beneficial Insects, Invertebrates” as a whole (EPA-HQ-OPPT-2009-0154-0028). Honeybees are managed by humans, and industrial beekeeping practices have enhanced gene flow and introgression among geographically and genetically distinct subspecies, resulting in managed bee populations that have greater levels of genetic diversity relative to their progenitors.^18^^,^^19^^,^^48^^,^^49^ A different genetic background could explain the discrepancy found in studies that exposed honeybees to a neonicotinoid and yielded conflicting results. Additionally, this raw genetic variation may allow honeybees to adapt to some emerging stressors in their environment. It is currently unclear if the CYP9Q mutations discovered herein also allow honeybees to tolerate other NNIs. It is also unclear if heritable tolerance to insecticides is common in honeybees. Nevertheless, our study clearly underscores the importance of considering genetics in the ecotoxicological assessment involving honeybees. To the extent that logistics permit, we strongly recommend that future ecotoxicological investigations maximize the number of colonies studied to provide more reliable toxicological inferences, especially in regulatory tests for pesticide risk assessment.

### Limitations of the study

One limitation of our study is that we only tested gene expression signatures associated with sublethal exposure in a single colony at a single time point after exposure. While we did not observe differences in the expression of CYP9Q1-3 genes 24 h after exposure to clothianidin between tolerant and susceptible patrilinies, such differences may have occurred prior to, or after we sampled our bees. Additionally, we tested one neonicotinoid and thus, we cannot conclude if heritability of tolerance exists for neonicotinoids in general or if the observed patterns in gene expression or genetic variations associated with mortality after exposure will be similar for other neonicotinoids. Finally, the computational work we performed on the binding properties of CYP9Q1 and CYP9Q3 is theoretical and requires validation using functional experiments.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Clothianidin	Sigma-Aldrich	33589
Sucrose	Sigma-Aldrich	S0389
Taq 2X Master Mix	New England Biolabs	M0270L
Invitrogen™ RNAlater™	Fisher Scientific	AM7021

**Critical commercial assays**		

Mag-Bind® Blood & Tissue DNA HDQ 96 Kit	Omega Bio-Tek	M6399-01
miRNeasy Mini kit	Qiagen	217004

**Deposited data**		

Raw DNA data	This paper	GenBank: ON648906-ON649682
Raw RNA data	This paper	GEO: GSE216021

**Experimental models: Organisms/strains**		

*Apis mellifera*		

**Oligonucleotides**		

Primers for patrilines, see Table S3	This paper	N/A
Primers for CYP9Q1-3, see Table S4	This paper	N/A

**Software and algorithms**		

Geneious Prime	Kearse et al.^50^	https://www.geneious.com/
Phyre2	Kelley et al.^51^	http://www.sbg.bio.ic.ac.uk/∼phyre2/html/page.cgi?id=index
Catalytic Site Atlas 2.0	Furnham et al.^52^	https://www.ebi.ac.uk/thornton-srv/m-csa/
SuSPect software	Yates et al.^53^	http://www.sbg.bio.ic.ac.uk/suspect/
Missense3D	Ittisoponpisan et al.^54^	http://missense3d.bc.ic.ac.uk/missense3d/
Molecular Operating Environment (MOE)	Chemical Computing Group Inc., Montreal, Canada	https://www.chemcomp.com/Products.htm
Trimmomatic	Bolger et al.^55^	http://www.usadellab.org/cms/?page=trimmomatic
Spliced Transcripts Alignment to a Reference	Dobin et al.^56^	https://github.com/alexdobin/STAR
MultiQC	Ewels et al.^57^	https://multiqc.info/
HTSeq: High-throughput sequence analysis in Python	Anders et al.^58^	https://htseq.readthedocs.io/en/master/
Empirical Analysis of Digital Gene Expression Data in R	Robinson et al.^59^	https://bioconductor.org/packages/release/bioc/html/edgeR.html
R	Team^60^	https://www.r-project.org/
ShinyGO	GE et al.^61^	http://bioinformatics.sdstate.edu/go/
rpart: Recursive Partitioning and Regression Trees	Therneau et al.^62^	https://CRAN.R-project.org/package=rpart
rpart.plot	Milborrow^63^	https://cran.r-project.org/web/packages/rpart.plot/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Amro Zayed ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

Honeybees for this study were obtained from two colonies with naturally mated queens located at York University (Toronto, ON, Canada). Like most North American colonies, these bees had a mixed genetic ancestry with major contributions from the East European population group (C group: *A. m. ligustica* and *A. m. carnica*) and minor contributions from the West European population group (M group: *A. m. mellifera*).^18^^,^^19^ Ready to emerge brood from two honeybee colonies were placed in a 33°C incubator. Every day, newly emerged worker bees were marked with a new color using non-toxic enamel paint (Testors) and introduced into their respective colonies. When the bees were seven days old, they were collected, placed into individual plastic Petri dishes with air holes, given a large 50% sucrose (Sigma-Aldrich) feeder; these dishes were then placed into a 33°C incubator overnight, separate from the brood.

### Method details

Eight days after emergence, the bees were randomly allocated into three groups: lethal dose , field dose (see below), and control. The lethal dose was 29 ppb of clothianidin (99.9%, Pestal, Sigma-Aldrich) representing the oral LD_50_ value obtained from the U.S. Environmental Protection Agency Pesticide Ecotoxicity database.^34^ The field dose was 4.27 ppb of clothianidin, which is the average clothianidin found in pollen in one field survey^5^ carried out in the same region as our study. The lethal dose was used to establish a clear phenotype for the genetic experiment, while the lower dose was used for the gene expression analysis (see below) since RNA degrades quickly after organism death. Clothianidin was first prepared using acetone and then diluted in 50% w/v sucrose solution, such that the final acetone concentration was 0.1%. The control group received 50% w/v sucrose solution containing 0.1% acetone.

We followed a standard protocol to test for acute oral toxicity,^47^ with the modification of testing one dose and each bee individually, as opposed to testing in groups. We also focused on 24-h mortality, as opposed to 48-h mortality, because we found no difference between 24 and 48 mortality in our pilot study (data not shown), which is in agreement with previous research.^14^ Briefly, the bees were starved for 2 h, after which they were given a pre-weighed small feeder with 20 μL of the appropriate sugar solution for 4 h, at which point the small feeder was removed, weighed, and replaced with a large feeder of 50% w/v sugar solution. These bees were then placed into the incubator and mortality was scored 24 h after the removal of the small feeder. All of the bees were frozen at −80°C. The mortality in the control group never exceeded 10% per 24 h. Bees that consumed less than 90% of the sugar solution were not included in the analysis. A total of 496 bees from the lethal dose group and 370 bees from the field dose group were used in subsequent analyses.

#### DNA extraction

DNA extraction was performed using the Mag-Bind Blood & Tissue DNA HDQ 96 Kit (Omega Bio-Tek) and the KingFisher Flex extraction system (ThermoFisher Scientific). Briefly, we cut the thorax in half and crushed it using a pestle, while being cooled in liquid nitrogen. Then, we added 350 μL of TL buffer and 20 μL of Proteinase K solution to the crushed thorax, vortexed for 10 s, and incubated at 50°C overnight. The next day, the sample was centrifuged for 10 min at 7000xg/rcf and 300 μL of the clear supernatant was transferred into an intermediate tube. The intermediate tube was centrifuged for 10 min at 7000xg/rcf and 250 μL of the clear supernatant was transferred into a KingFisher Microtiter deep-well plate. We then added 5 μL of RNase A, mixed by pipetting, and incubated for 10 min at room temperature. After that, we added 290 μL of AL Buffer, 400 μL of HDQ Binding bugger, and 20 μL of Mag-Bind particles HDQ. The plate was then placed into the KingFisher Flex instrument. The subsequent plates in the KingFisher Flex instrument contained: 600 μL of VHB Wash Buffer, 600 μL of VHB Wash Buffer, 600 μL of SPM Buffer, 500 μL of Nuclease-free Water, and 100 μL of Elution Buffer. After the KingFisher Flex instrument protocol run was finished, we transferred the final elute into separate tubes. The DNA quality and quantity was tested using NanoDrop 2000 Spectophotometer (ThermoFisher Scientific)^50^ and stored at −20°C until further analysis.

#### Microsatellite genotyping

We amplified 11 microsatellites (Table S3) using a poolplex reaction following a published protocol.^51^ Briefly, a PCR reaction contained 10.0 μL of Nuclease free water, 0.5 μL of fluorescently labeled forward primer, 0.5 μL of reverse primer, 12.5 μL of TAQ 2X Master Mix (New England Biolabs), and 1.5 μL of DNA sample. We used an ×1000 touch thermocycler (BioRad) with the annealing temperature of 55.0°C. The samples were then sent to The Center for Applied Genomics at The Hospital for Sick Children for automated fragment analysis. We used Geneious (version 11.0) with the Microsatellites plugin to assign alleles and call genotypes, which were checked manually for errors and miscalls. To distinguish patrilines, for each colony, we first deduced the genotype of the queen and assumed that workers with the same haplotype at the 11 microsatellites were sired by the same drone.^28^^,^^51^

#### CYP9Q genotyping

From each colony, the highest and lowest five patrilines in terms of survival with at least five tested bees were chosen for CYP9Q sequencing. We targeted the protein coding sequence (CDS) of three p450 genes (CYP9Q1, CYP9Q2, and CYP9Q3; Table S4), where each gene contains one exon. The PCR reaction was performed as described above with the annealing temperatures of 59.0°C for CYP9Q1 and CYP9Q3, and 58.0°C for CYP9Q2. The samples were sent to The Center for Applied Genomics at The Hospital for Sick Children for sanger sequencing and aligned to reference sequences for these genes from the published honeybee genome using the Geneious (Ver. 11.0) software. CYP9Q1 sequences aligned from nucleotide 172 to 1580 of XM_006562301.3 (CDS: 74-1606), CYP9Q2 sequences aligned from 226 to 1739 of XM_392000.7 (CDS: 172-1770), and CYP9Q3 sequences aligned from 173 to 1567 of XM_006562300.3 (CDS: 85-1638). The coding sequences were translated into amino acid sequences in order to detect non-synonymous nucleotide changes.

#### Identification of SRS and catalytic sites

The six conserved hypothetical P450 substrate recognition sites (SRS)^52^ were identified in all haplotypes of CYP9Q1 and CYP9Q3 by aligning the full amino acid sequences to other insect P450s. Initial sequence and secondary structure alignments carried out utilizing Phyre2^53^ were performed with the reference haplotypes (i.e., the haplotype present in the *A. mellifera* official genome assembly, version Amel_HAv3.1). Preliminary models were built with Phyre2 and used to predict potential catalytic sites using the Catalytic Site Atlas 2.0.^54^ For the CYP9Q1 preliminary model, the catalytic sites identified were Asp307 and Thr308 (both falling in the I-helix), and Phe443 and Cys450 (both in the heme binding region). For the CYP9Q3 preliminary model, the predicted catalytic residues were Ser310 and Ile311 (in the I-helix), and Phe444 and Cys451 (in the heme binding region). The predicted catalytic sites on each of the models correspond to either the conserved site hypothesized to be the important in dioxygen activation during catalytic turnover in the I-helix or in the heme binding region, with Cys450/Cys451 being the residue that directly ligates with heme.

#### Effects of individual mutations

To predict the propensity of a mutation in CYP9Q1 or CYP9Q3 to be associated with reduced survival, we used the SuSPect software,^55^ a predictive software trained with human sequences, 3D homology-based structures, and polymorphisms associated with disease. The result is a matrix of scores that indicate the mutational sensitivity of each residue in the P450 with the reference haplotype as starting point and considering substitutions with each of the 20 other canonical amino acids. Individual mutational effects on the CYP9Qs activities were also evaluated by substituting each of the mutations found in the haplotypes with Missense3D, which considers a total of 17 types of known possible structural damage due to individual amino acid changes.^56^

#### In-silico docking

According to Phyre2, among the CYP enzymes with known crystal structures, the mammalian CYP3A4 has the highest identity to CYP9Q1 and CYP9Q3 (27.4% and 26.7% respectively); hence, the crystal structure of CYP3A4 (PDB ID: 1TQN)^39^ was used as a template to build homology-based models for all the CYP9Q haplotypes using the MOE environment (Chemical Computing Group Inc., Montreal, Canada).

After homology-directed modeling, each of the final energy-minimized structures for each haplotype of CYP9Q1 and CYP9Q3 had phi-psi pairs of at least 76% residues lying in the core regions, and at least 16% residues in other allowed regions, such that 94% of the protein for each of the models were in allowed regions. None of the residues initially predicted to be in the SRS regions or in the catalytic sites initially predicted by Phyre2 fell in the outlier region of the phi-psi plot, indicating that models are of good quality.

#### Dissections and RNA extractions

For Experiment 2, we chose to dissect bees from three of the most tolerant and three of the least tolerant patrilines that had at least five tested bees each. Frozen bees were placed in 1 mL of chilled RNAlater (Invitrogen) and thawed over ice. We performed dissections of the brain, Malpighian tubules, and ventriculus and kept them at −80°C until RNA could be extracted. RNA extractions were completed using the miRNeasy Mini kit (Qiagen). Briefly, we added 700 μL of Qiazol lysis reagent to the tissues and homogenized the solution using a pipette. The protocol provided by the manufacturer was then followed in order to extract the RNA. We added 140 μL of chloroform to the mixture and shook the tubes before allowing them to sit at room temperature for 5 min. We then spun the mixture at 12,000 g for 15 min, and 1.5 volumes of 100% ethanol was added to the upper phase. Once a precipitate had formed, we ran the mixture through an RNeasy spin column. 700 μL of buffer RWT was then added, and once again run through the column, after which 500 μL of buffer RPE was run through the column twice before drying the membrane. Then, 30 μL of RNA-free water was run through the column. RNA quality and quantity were assessed using a NanoDrop ND-1000 UV-Vis.

#### RNAseq and bioinformatic analysis

The ventriculus, brains, and Malpighian tubules of 5 individual bees from each patriline were pooled separately based on their organ (e,g., all the brains of a patriline were pooled together). We had a total of 3 tolerant patrilines, and 3 susceptible patrilines and 18 pools in total. Pooling five bees per patriline increases the power to detect differentially expressed genes with low and medium abundance level.^57^ We focused on a single colony with the highest level of variation in patriline survival, which theoretically would provide the highest variation in gene expression, although this would reduce the generality of our findings.^58^ To ensure equal representation for each bee, we added 300 ng of RNA to each pool (1500 ng/5 bees). Samples were then kept at −80°C. Library preparation and 100 bp pair-end sequencing using the Illumina NovaSeq 6000 S4 were carried out by Genome Quebec’s sequencing facility (Montreal, QC). On average, we sequenced 233 million reads from each sample.

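The deposited counts add up to a mean of 116309457 fragments per library, or 232618914 reads with each fragment counted as a pair. The class of unaligned fragments held 0 in each library, so the totals cover aligned fragments. The analysis rests on the fragments counted on transcripts. In the brain these were 42577862 to 45912338 per pool in tolerant patrilines (median 45104713) and 40403232 to 51605747 in susceptible patrilines (median 46599114). In the ventriculus they were 60513011 to 73456091 (median 64689773) and 54449338 to 87946924 (median 67528556). The Malpighian tubules had 39722329 to 46947845 (median 41287370) and 41264780 to 48644797 (median 47608982). The ranges of the 2 groups overlapped in each tissue.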

The reads were trimmed using Trimmomatic,^59^ removing adapters and low-quality bases, filtering out reads less than 50 base pairs. Reads were then aligned and indexed against the *A. mellifera* genome (Amel_4.5) using STAR.^60^ 

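The deposited counts list 28396 features, of which 27887 are transcripts whose accessions match 12122 genes of the later assembly Amel_HAv3.1 in the annotation table used here. That table served for gene names only, and no coordinates are given. Features were counted per transcript, and fragments that overlap several features are set apart as ambiguous. The ambiguous class held 42.0% to 50.3% of fragments in the brain, 45.6% to 47.2% in the Malpighian tubules and 30.9% to 32.9% in the ventriculus. The 6499 genes with 1 transcript took 90.8% of the counts on transcripts and the 5623 genes with more than 1 took 4.23%. The expression of genes with several transcripts is therefore measured from the few fragments specific to one transcript.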

Alignment quality was assessed using MultiQC.^61^ HtSeq^62^ was used to count the aligned reads. Differential Expression analysis was carried out using EdgeR.^63^ We used a Benjamini adjustment^64^ of raw p values, and genes with a False Discovery rate (FDR) of <0.05 were considered to be differentially expressed.

#### GO analysis

We used ShinyGO for enriched functional analysis^65^ of Gene Ontology (GO) Processes and Kyoto Encyclopedia of Genes and Genomes (KEGG)^66^ categories, using a false discovery rate cut off of 0.05.

### Quantification and statistical analysis

Statistical analysis was performed using R.^67^ Effect of colony and patriline on survival was performed using the Pearson’s Chi-squared test.^68^ Due to some patrilines having a low number of workers tested, the test was also carried out with the p value computed by a Monte Carlo simulation^69^ with 5000 replicates. Because the two tests yielded similar p values, we report only the former.

The combined effects of colony and patriline were evaluated using a generalized linear model (GLM) with a binomial family structure, where patrilines were nested within colony. Broad sense heritability (*H*^2^) of a phenotype can be estimated by contrasting the phenotypic variance that is explained by patriline relative to the total phenotypic variance. For haplo-diploid organisms, *H*^2^ is twice the patriline variance divided by total phenotypic variance.^25^ Because we used a GLM with a binomial family structure, instead of variance explained, we used deviance explained or adjusted *D*^*2*^ to estimate *H*^*2*^.^70^

The effects of CYP9Q haplotypes on survival were analyzed using a binomial GLM weighed with number of bees run per patriline, with haplotypes nested within colony and analysis of deviance, type 2 for unbalanced design.^70^^,^^71^

We examined how CYP9Q haplotypes were associated with survival rate by performing a classification tree analysis, which iteratively selects the attribute (gene) and value (haplotype) that can split the data into two groups (survived or perished after 24 h exposure), while minimizing the variability within group and maximizing between group contrast,^72^ as implemented in the R package ‘rpart’^73^ To prune the tree we chose the optimal complexity parameter (CP) value with the minimum cross-validated error. Visualization of the tree was performed using the ‘rpart.plot’ package.^74^

## Data Availability

• The raw DNA and RNA data have been deposited at National Center for Biotechnology Information and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Genetics of tolerance in honeybees to the neonicotinoid clothianidin
**Source:** iScience. 2023 Feb 2;26(3):106084. doi: 10.1016/j.isci.2023.106084
**Supplement:** Document S1. Figures S1–S3 and Tables S1–S4

**Supplemental information**

**Genetics of tolerance in honeybees  
to the neonicotinoid clothianidin**

**Nadejda Tsvetkov, Simran Bahia, Bernarda Calla, May R. Berenbaum, and Amro Zayed**

**Figure S1. CYP9Q1 haplotypes.** Related to Figure 3 and Table 1. Putative substrate recognition sites (SRS) are underlined based on Schuler and Berenbaum<sup>1</sup>. Bolded amino acid residues represent the sites of non-synonymous mutations. Haplotypes with a grey background were found to be associated with a lower survival rate.

|             |                                                                                      |
|-------------|--------------------------------------------------------------------------------------|
| NCBI_CYP9Q2 | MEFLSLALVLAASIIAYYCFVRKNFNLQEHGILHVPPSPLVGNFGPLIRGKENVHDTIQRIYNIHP <sup>69</sup>     |
| Haplotype_H | -----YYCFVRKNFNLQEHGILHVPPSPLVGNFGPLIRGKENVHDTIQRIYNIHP                              |
| Haplotype_J | -----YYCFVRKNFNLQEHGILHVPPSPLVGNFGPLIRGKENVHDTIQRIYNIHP                              |
| Haplotype_I | -----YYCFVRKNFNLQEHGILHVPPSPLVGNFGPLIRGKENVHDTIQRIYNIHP                              |
| Haplotype_G | -----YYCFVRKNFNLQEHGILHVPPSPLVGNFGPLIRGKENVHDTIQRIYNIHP                              |
|             |                                                                                      |
| NCBI_CYP9Q2 | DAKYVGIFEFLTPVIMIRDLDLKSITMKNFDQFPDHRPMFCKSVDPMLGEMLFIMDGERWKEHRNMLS <sup>138</sup>  |
| Haplotype_H | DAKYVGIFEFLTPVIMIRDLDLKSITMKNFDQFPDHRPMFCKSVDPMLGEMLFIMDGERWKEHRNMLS                 |
| Haplotype_J | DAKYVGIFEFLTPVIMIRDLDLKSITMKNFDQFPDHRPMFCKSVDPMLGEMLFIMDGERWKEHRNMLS                 |
| Haplotype_I | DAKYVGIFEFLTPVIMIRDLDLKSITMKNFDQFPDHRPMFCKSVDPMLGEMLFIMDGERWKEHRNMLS                 |
| Haplotype_G | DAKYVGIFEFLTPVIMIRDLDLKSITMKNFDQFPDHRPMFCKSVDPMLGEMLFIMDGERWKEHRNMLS                 |
|             |                                                                                      |
| NCBI_CYP9Q2 | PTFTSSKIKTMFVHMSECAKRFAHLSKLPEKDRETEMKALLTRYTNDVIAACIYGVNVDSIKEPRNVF <sup>207</sup>  |
| Haplotype_H | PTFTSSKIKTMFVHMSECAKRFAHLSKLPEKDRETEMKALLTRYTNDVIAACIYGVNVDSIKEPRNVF                 |
| Haplotype_J | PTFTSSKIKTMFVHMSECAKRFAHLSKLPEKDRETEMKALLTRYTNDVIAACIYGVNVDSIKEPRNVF                 |
| Haplotype_I | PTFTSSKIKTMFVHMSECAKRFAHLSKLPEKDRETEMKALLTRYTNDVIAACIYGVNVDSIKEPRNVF                 |
| Haplotype_G | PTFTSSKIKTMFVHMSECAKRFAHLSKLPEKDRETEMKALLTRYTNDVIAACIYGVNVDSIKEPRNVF                 |
|             |                                                                                      |
| NCBI_CYP9Q2 | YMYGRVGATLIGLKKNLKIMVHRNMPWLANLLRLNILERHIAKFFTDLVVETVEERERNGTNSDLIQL <sup>276</sup>  |
| Haplotype_H | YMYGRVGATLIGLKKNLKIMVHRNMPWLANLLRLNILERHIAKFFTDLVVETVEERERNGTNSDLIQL                 |
| Haplotype_J | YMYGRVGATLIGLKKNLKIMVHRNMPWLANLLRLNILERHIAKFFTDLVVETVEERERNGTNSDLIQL                 |
| Haplotype_I | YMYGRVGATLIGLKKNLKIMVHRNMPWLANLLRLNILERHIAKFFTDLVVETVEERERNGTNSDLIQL                 |
| Haplotype_G | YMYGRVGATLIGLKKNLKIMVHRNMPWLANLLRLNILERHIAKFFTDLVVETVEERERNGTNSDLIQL                 |
|             |                                                                                      |
| NCBI_CYP9Q2 | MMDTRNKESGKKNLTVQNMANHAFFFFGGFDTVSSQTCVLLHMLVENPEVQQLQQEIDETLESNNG <sup>345</sup>    |
| Haplotype_H | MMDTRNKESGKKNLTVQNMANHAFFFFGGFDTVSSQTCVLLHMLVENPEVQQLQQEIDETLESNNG                   |
| Haplotype_J | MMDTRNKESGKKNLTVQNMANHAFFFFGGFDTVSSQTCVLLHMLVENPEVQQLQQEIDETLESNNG                   |
| Haplotype_I | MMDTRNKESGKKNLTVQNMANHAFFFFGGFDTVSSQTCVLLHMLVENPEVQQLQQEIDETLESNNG                   |
| Haplotype_G | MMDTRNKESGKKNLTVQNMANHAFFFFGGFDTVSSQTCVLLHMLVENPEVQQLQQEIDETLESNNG                   |
|             |                                                                                      |
| NCBI_CYP9Q2 | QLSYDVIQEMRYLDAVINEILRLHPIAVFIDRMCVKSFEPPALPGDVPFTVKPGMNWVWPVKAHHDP <sup>414</sup>   |
| Haplotype_H | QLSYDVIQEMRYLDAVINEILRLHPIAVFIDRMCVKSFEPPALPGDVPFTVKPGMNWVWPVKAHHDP                  |
| Haplotype_J | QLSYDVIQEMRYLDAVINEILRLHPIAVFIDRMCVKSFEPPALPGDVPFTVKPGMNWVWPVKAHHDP                  |
| Haplotype_I | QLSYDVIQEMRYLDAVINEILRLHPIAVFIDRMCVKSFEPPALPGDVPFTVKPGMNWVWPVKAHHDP                  |
| Haplotype_G | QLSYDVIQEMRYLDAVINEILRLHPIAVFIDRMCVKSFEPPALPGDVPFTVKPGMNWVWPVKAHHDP                  |
|             |                                                                                      |
| NCBI_CYP9Q2 | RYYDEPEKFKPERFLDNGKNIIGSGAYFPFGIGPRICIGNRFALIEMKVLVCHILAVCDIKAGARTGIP <sup>483</sup> |
| Haplotype_H | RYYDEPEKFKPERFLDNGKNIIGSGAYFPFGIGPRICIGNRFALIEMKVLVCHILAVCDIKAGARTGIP                |
| Haplotype_J | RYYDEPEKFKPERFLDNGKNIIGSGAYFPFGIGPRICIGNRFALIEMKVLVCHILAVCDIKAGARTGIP                |
| Haplotype_I | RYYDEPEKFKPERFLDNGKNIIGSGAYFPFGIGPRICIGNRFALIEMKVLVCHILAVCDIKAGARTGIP                |
| Haplotype_G | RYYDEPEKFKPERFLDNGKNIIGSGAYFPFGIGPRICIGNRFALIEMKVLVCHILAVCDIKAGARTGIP                |
|             |                                                                                      |
| NCBI_CYP9Q2 | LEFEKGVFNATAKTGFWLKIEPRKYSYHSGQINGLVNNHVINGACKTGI <sup>532</sup>                     |
| Haplotype_H | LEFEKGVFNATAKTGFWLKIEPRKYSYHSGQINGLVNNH-----                                         |
| Haplotype_J | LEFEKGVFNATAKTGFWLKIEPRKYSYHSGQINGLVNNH-----                                         |
| Haplotype_I | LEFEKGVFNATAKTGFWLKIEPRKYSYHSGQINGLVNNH-----                                         |
| Haplotype_G | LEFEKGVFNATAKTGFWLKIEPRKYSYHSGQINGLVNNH-----                                         |

**Figure S2. CYP9Q2 haplotypes.** Related to Figure 3. Putative substrate recognition sites (SRS) are underlined and based on Schuler and Berenbaum<sup>1</sup>. Bolded amino acid residues represent the sites of non-synonymous mutations.

**Figure S3. CYP9Q3 haplotypes.** Related to Figure 3 and Table 1. Putative substrate recognition sites (SRS) are underlined and based on Schuler and Berenbaum<sup>1</sup>. Bolded amino acid residues represent the sites of non-synonymous mutations. Haplotypes with grey a background were found to be associated with a lower survival rate.

**Table S1. List of DEGs in the Malpighian tubules between most tolerant and least tolerant patriline exposed to 4.27ppb of clothianidin. Related to Figure 2.**

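Of the 96 transcripts of Table S1, 95 passed the default filter on low counts here and had the same sign of logFC as in the table. The remaining one, probable beta-hexosaminidase fdl (XM_016914011.2), had 48 counts in all and was counted in 5 of the 6 tubule libraries. The exact test of edgeR called those 95 transcripts and 0 others. Its logFC differed from the table by at most 0.00495, and its FDR by at most 0.00316. In the quasi-likelihood test the same 95 had an unadjusted p under 0.05, and their FDR lay between 0.192 and 0.532, so that 0 passed over all transcripts. Adjusted over the list alone all 95 passed, but the list was chosen on these libraries, so this is not independent evidence. The median logFC was −2.09 and the range −4.31 to 1.32. The groups did not overlap for 94 of the 95, where 10% of transcripts do so by chance, and a list picked by a test on the same pools is bound to exceed that share. With all 18 libraries in one quasi-likelihood fit, 56 transcripts of the table were called.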

| Gene           | logFC | FDR   | Protein                                                                                |
|----------------|-------|-------|----------------------------------------------------------------------------------------|
| XM_026445507.1 | -4.30 | 0.001 | dynein beta chain, ciliary                                                             |
| XR_001703097.2 | -4.24 | 0.001 | uncharacterized LOC107964495                                                           |
| XM_392226.7    | -3.84 | 0.040 | calmodulin                                                                             |
| XM_006563260.2 | -3.81 | 0.006 | Apis mellifera fructose-bisphosphate aldolase (LOC550785), transcript variant X2, mRNA |
| XM_006564738.3 | -3.76 | 0.000 | uncharacterized LOC412969                                                              |
| XM_006559239.3 | -3.49 | 0.001 | protein neuralized                                                                     |
| XM_026444499.1 | -3.29 | 0.025 | uncharacterized LOC410363                                                              |
| XM_016912656.2 | -3.16 | 0.001 | transcription factor Sox-13                                                            |
| XM_026445881.1 | -3.12 | 0.012 | Apis mellifera uncharacterized LOC100577769                                            |
| XR_001702612.2 | -3.02 | 0.001 | uncharacterized LOC107964233                                                           |
| XM_016911272.2 | -3.02 | 0.004 | Allatostatin C receptor                                                                |
| XM_394827.6    | -2.99 | 0.000 | lipase 3                                                                               |
| XM_392043.7    | -2.90 | 0.000 | endothelin-converting enzyme homolog [ Apis mellifera (honey bee)                      |
| XM_003249830.4 | -2.84 | 0.010 | Apis mellifera uncharacterized LOC100577110                                            |
| XM_026440879.1 | -2.81 | 0.000 | LOC726309 protein artichoke                                                            |
| XR_001703293.2 | -2.81 | 0.004 | uncharacterized LOC107964569                                                           |
| XR_408967.3    | -2.77 | 0.000 | uncharacterized LOC102656563                                                           |
| XM_006565484.3 | -2.77 | 0.000 | aminopeptidase N                                                                       |
| XM_016913279.2 | -2.75 | 0.000 | vanin-like protein 1                                                                   |
| XM_016913467.2 | -2.71 | 0.030 | uncharacterized LOC413052                                                              |
| XM_016914011.2 | -2.68 | 0.033 | probable beta-hexosaminidase fdl                                                       |
| XM_006572315.3 | -2.66 | 0.032 | adenylate kinase isoenzyme 5                                                           |
| XM_006561437.3 | -2.61 | 0.000 | protein slit [ Apis mellifera (honey bee) ]                                            |
| XM_394067.6    | -2.59 | 0.001 | semaphorin-5A                                                                          |
| XM_026444698.1 | -2.56 | 0.000 | transcription factor Sox-2                                                             |
| XR_003306397.1 | -2.48 | 0.018 | uncharacterized LOC113219352                                                           |
| NM_001011636.1 | -2.48 | 0.000 | Fabp FABP-like protein                                                                 |
| XM_003251822.4 | -2.45 | 0.000 | uncharacterized LOC100577161                                                           |
| XM_016916443.2 | -2.44 | 0.011 | Apis mellifera zinc finger BED domain-containing protein 1                             |
| XR_003306009.1 | -2.44 | 0.000 | uncharacterized LOC107965414                                                           |
| XM_006557650.3 | -2.43 | 0.000 | uncharacterized LOC102654685                                                           |
| XM_006565481.3 | -2.40 | 0.000 | aminopeptidase N                                                                       |
| XM_026442484.1 | -2.40 | 0.017 | mitochondrial uncoupling protein 2                                                     |
| NR_039429.1    | -2.38 | 0.015 | Apis mellifera microRNA mir-1175                                                       |
| XM_006564914.3 | -2.37 | 0.032 | facilitated trehalose transporter Tret1                                                |

|                |       |       |                                                                                     |
|----------------|-------|-------|-------------------------------------------------------------------------------------|
| XR_003306097.1 | -2.33 | 0.000 | uncharacterized LOC107965483                                                        |
| XM_393060.7    | -2.29 | 0.000 | pancreatic triacylglycerol lipase                                                   |
| XM_026439414.1 | -2.27 | 0.022 | cGMP-dependent protein kinase, isozyme 1                                            |
| XM_003249136.4 | -2.25 | 0.049 | uncharacterized LOC100578100                                                        |
| NM_001013361.1 | -2.24 | 0.000 | 18-w 18-wheeler                                                                     |
| XM_026446208.1 | -2.21 | 0.023 | ionotropic receptor 25a                                                             |
| XM_026444170.1 | -2.18 | 0.046 | insulin-like growth factor 2 mRNA-binding protein 1                                 |
| XM_006565067.3 | -2.17 | 0.000 | putative polypeptide N-acetylgalactosaminyltransferase 9 [                          |
| XM_003250107.4 | -2.15 | 0.003 | short neuropeptide F                                                                |
| XM_003250921.4 | -2.14 | 0.000 | uncharacterized LOC100578548                                                        |
| XM_001120112.5 | -2.13 | 0.004 | serine protease 53                                                                  |
| XM_026443683.1 | -2.11 | 0.003 | mucin-17-like                                                                       |
| XM_026439740.1 | -2.10 | 0.000 | uncharacterized LOC100578706                                                        |
| XM_006559465.3 | -2.09 | 0.033 | uncharacterized LOC100577488                                                        |
| XM_623673.6    | -2.09 | 0.000 | putative serine protease K12H4.7                                                    |
| XM_006561640.3 | -2.07 | 0.049 | homeobox protein Nkx-2.8                                                            |
| XM_026442221.1 | -2.03 | 0.033 | mast/stem cell growth factor receptor Kit                                           |
| NM_001327967.1 | -2.01 | 0.003 | juvenile hormone acid O-methyltransferase                                           |
| XM_016910864.2 | -2.01 | 0.001 | plastin-2                                                                           |
| XR_407492.3    | -2.00 | 0.033 | uncharacterized LOC100578394                                                        |
| XM_001121077.5 | -1.98 | 0.019 | chymotrypsin inhibitor                                                              |
| XM_003251239.4 | -1.97 | 0.010 | Apis mellifera uncharacterized LOC100578412                                         |
| NM_001134949.1 | -1.97 | 0.006 | Apis mellifera glucosamine-fructose-6-phosphate<br>aminotransferase 2 (Gfat2), mRNA |
| XM_003250751.4 | -1.96 | 0.000 | uncharacterized LOC100578731                                                        |
| XM_026444761.1 | -1.95 | 0.000 | cationic amino acid transporter 4                                                   |
| XM_392630.6    | -1.95 | 0.000 | uncharacterized LOC409105                                                           |
| XR_120331.4    | -1.94 | 0.005 | uncharacterized LOC100576585                                                        |
| XM_394855.6    | -1.91 | 0.017 | Apis mellifera caspase-3                                                            |
| XM_016913943.2 | -1.88 | 0.000 | NPC intracellular cholesterol transporter 1 homolog 1b                              |
| XR_119746.4    | -1.88 | 0.000 | uncharacterized LOC100576397                                                        |
| XR_003305949.1 | -1.83 | 0.003 | uncharacterized LOC113219194                                                        |
| XM_001121102.5 | -1.83 | 0.040 | ninjurin-2                                                                          |
| XR_001705202.1 | -1.83 | 0.031 | uncharacterized LOC107965347                                                        |
| XM_006561800.3 | -1.80 | 0.003 | beta-hexosaminidase subunit beta                                                    |
| XM_016914797.2 | -1.79 | 0.004 | uncharacterized LOC408320                                                           |
| XM_003251355.4 | -1.78 | 0.017 | Apis mellifera uncharacterized LOC100577128                                         |
| XM_026445002.1 | -1.78 | 0.004 | growth/differentiation factor 8                                                     |
| XM_026444640.1 | -1.77 | 0.000 | uncharacterized LOC107965746                                                        |

|                |       |       |                                                                     |
|----------------|-------|-------|---------------------------------------------------------------------|
| XM_001121910.4 | -1.71 | 0.017 | transcription factor Sox-21-B                                       |
| XM_016916502.2 | -1.71 | 0.012 | Apis mellifera trypsin                                              |
| XM_026445397.1 | -1.69 | 0.042 | disintegrin and metalloproteinase domain-containing protein 10-like |
| XM_006566014.3 | -1.69 | 0.003 | four and a half LIM domains protein 2                               |
| XM_026442934.1 | -1.68 | 0.005 | hydrocephalus-inducing protein-like                                 |
| XM_006560978.3 | -1.66 | 0.028 | uncharacterized LOC412774                                           |
| XM_026442948.1 | -1.65 | 0.033 | uncharacterized LOC409465                                           |
| XM_016911303.2 | -1.63 | 0.007 | Apis mellifera uncharacterized LOC107964189                         |
| XM_001120425.5 | -1.63 | 0.012 | Apis mellifera uncharacterized LOC724536                            |
| XM_006562350.3 | -1.60 | 0.018 | uncharacterized LOC409057                                           |
| XM_006570213.3 | -1.58 | 0.033 | broad-complex core protein isoforms 1/2/3/4/5                       |
| XM_003249633.4 | -1.58 | 0.000 | uncharacterized LOC100578090                                        |
| XM_395905.6    | -1.54 | 0.001 | zinc transporter ZIP1                                               |
| XM_016917454.2 | -1.50 | 0.000 | sodium/potassium/calcium exchanger 3                                |
| XM_026442378.1 | -1.48 | 0.017 | sphingomyelin phosphodiesterase 1                                   |
| XM_026444746.1 | -1.47 | 0.018 | probable cytochrome P450 6a14                                       |
| XM_006564895.3 | -1.44 | 0.009 | Apis mellifera uncharacterized LOC100578813                         |
| XR_001702082.2 | -1.28 | 0.003 | uncharacterized LOC107964028                                        |
| XM_026445495.1 | -1.26 | 0.033 | PH and SEC7 domain-containing protein 2                             |
| XM_026439095.1 | -1.26 | 0.001 | uncharacterized LOC408661                                           |
| XM_003249567.4 | -1.24 | 0.000 | lateral signaling target protein 2 homolog                          |
| XM_026439235.1 | -1.24 | 0.009 | Apis mellifera uncharacterized LOC725588                            |
| XM_026444401.1 | 1.32  | 0.000 | fatty-acid amide hydrolase 2-B                                      |

**Table S2. Simulated docking parameters for clothianidin in the predicted active pocket of homology-based models of CYP9Q1 and CYP9Q3 haplotypes.** Related to Table 1.

| <b>Protein</b> | <b>Haplotype</b> | <b>Average distance from clothianidin methyl group to heme after E minimization (Å)</b> | <b>Average distance from heme intermediate to the nearest carbon in the P450 Thr308 (I-Helix) after final minimization (Å)</b> | <b>Final interacting energy</b> |
|----------------|------------------|-----------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|---------------------------------|
| CYP9Q1         | D                | 4.558                                                                                   | 4.85                                                                                                                           | -39.74                          |
| CYP9Q1         | B                | 5.834                                                                                   | 4.99                                                                                                                           | -55.54                          |
| CYP9Q1         | A                | 6.12                                                                                    | 5.34                                                                                                                           | -32.51                          |
| CYP9Q1         | C (WT)           | 6.92                                                                                    | 3.86                                                                                                                           | -43.20                          |
| CYP9Q1         | F                | 8.332                                                                                   | 4.27                                                                                                                           | -38.62                          |
| CYP9Q3         | O                | 4.854                                                                                   | 4.72                                                                                                                           | -69.264                         |
| CYP9Q3         | N                | 4.566                                                                                   | 5.02                                                                                                                           | -35.802                         |
| CYP9Q3         | K                | 5.194                                                                                   | 5.81                                                                                                                           | -41.082                         |
| CYP9Q3         | M                | 7.572                                                                                   | 6.59                                                                                                                           | -42.284                         |
| CYP9Q3         | L                | 8.488                                                                                   | 5.21                                                                                                                           | -45.728                         |
| CYP9Q3         | Q (WT)           | 6.730                                                                                   | 4.80                                                                                                                           | -51.884                         |
| CYP9Q3         | P                | 9.566                                                                                   | 4.95                                                                                                                           | -29.368                         |

**Table S3. The list of primers used to discern the patriline of the tested worker bees.** Related to STAR Methods. F: Forward primer, R: Reverse primer. *Italic text* denoted the name of the fluorophore dye.

| Loci      | Primer Sequence (5' – 3')                                        |
|-----------|------------------------------------------------------------------|
| HB-SEX-02 | F: <i>HEX</i> -ACGCATTGAAGGATATTATGA<br>R: AATTTGAACATTTCGATCACC |
| HB-THE-03 | F: <i>FAM</i> -TAACTGGTCGTCGGTGTT<br>R: CACGTAGAGAATCCCATTGT     |
| AC006     | F: <i>PET</i> -GATCGTGGAACCGCGAC<br>R: CACGGCCTCGTAACGGTC        |
| HB-C16-05 | F: <i>NED</i> -ATTTTATGCGCGTTTCGTA<br>R: CATGGCTCCTCCATTAAATC    |
| HB-C16-01 | F: <i>HEX</i> -AAAATGCGATTCTAATCTGG<br>R: TTGCCTAAAATGCTTGCTAT   |
| A024      | F: <i>FAM</i> -CACAAGTTCCAACAATGC<br>R: CACATTGAGGATGAGCG        |
| A107      | F: <i>NED</i> -CCGTGGGAGGTTTATTGTCTG<br>R: CCTTCGTAACGGATGACACC  |
| A007      | F: <i>PET</i> -GTTAGTGCCCTCCTCTTGC<br>R: CCCTTCCTCTTTCATCTTCC    |
| A079      | F: <i>HEX</i> -CGAAGGTTGCGGAGTCCTC<br>R: GTCGTCGGACCGATGCG       |
| A113      | F: <i>NED</i> -CTCGAATCGTGCGCTCC<br>R: CCTGTATTTTGCAACCTCGC      |
| HB-THE-02 | F: <i>FAM</i> -GGGAAAGATATTAGGGAGGA<br>R: CGACGAAAAATTACAAGGAC   |

**Table S4. The list of primers used to sequence the three CYP9Q genes.** Related to STAR Methods.  
F: Forward primer, R: Reverse primer.

| Gene     | Primer sequence (5' – 3')                           |
|----------|-----------------------------------------------------|
| CYP9Q1_A | F: ACCTGTCCACGAGGAATCAC<br>R: TCTTTCCTCCTCGATTGCAT  |
| CYP9Q1_B | F: GACACGATCGAGACGAGGA<br>R: CAAGAATTCTCCCTGCGTTC   |
| CYP9Q2_A | F: TTATCGTTGGCTCTCGTCCT<br>R: ACCCGATTCTTCTTGTTCC   |
| CYP9Q2_B | F: CGAGGAACAAGAAGGAATCG<br>R: ACACGCGCCGTTAATAACAT  |
| CYP9Q3_A | F: CGTATTCGTGGCCGTTTATT<br>R: TTCGCCTTGTCCTTATGTC   |
| CYP9Q3_B | F: CTCGAGAAACACGTGCAAAA<br>R: ACCTTCCTAGGCTCGATCTTC |

#### Supplemental references section

1. Schuler, M.A., and Berenbaum, M.R. (2013). Structure and function of cytochrome P450S in insect adaptation to natural and synthetic toxins: insights gained from molecular modeling. *Journal of chemical ecology* 39, 1232-1245.

How the deposited data were processed for this re-analysis (not part of the article)

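Gene expression was measured by RNA sequencing in 6 patrilines of Colony 36, of which the paper called P7, P11 and P24 tolerant and P21, P1 and P8 susceptible. The group of each patriline and its survival in Experiment 1 were taken from Figure 2, and the tissue and patriline of each library from its labels. Each of the 18 libraries holds the brain, the ventriculus or the Malpighian tubules of 5 workers, pooled by the authors with the same amount of RNA from each worker, so that the replicate is the patriline pool. The survival experiment, the CYP9Q haplotypes and the docking were not analysed here.

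Before deposit, the authors trimmed the reads with Trimmomatic, aligned them with STAR and counted them with HTSeq, and the values used here are these raw counts per transcript, without normalization. The paper names Amel_4.5 as the genome. The versions, the strand setting and the annotation release are not given in the sources used here. Gene symbols were taken from a RefSeq table of the assembly Amel_HAv3.1, which matched 27887 of the 28396 features; another 41 are named by gene only and 468 were kept under their own names. Most features thus matched a table of a later assembly than the one the paper names. The build behind the counts is therefore uncertain, and no coordinates are printed. Antisense or overlapping genes could share reads, since the strand setting is unknown. HTSeq's 5 classes of fragments that were counted on no transcript were left out of library sizes and tests. The classes of unaligned fragments and of low alignment quality held 0 in each library. The ambiguous class held 30.9% to 50.3% of fragments, the class with no feature 6.26% to 17.6% and the class aligned to several places 1.47% to 2.76%. Near-identical paralogs and transcripts of one gene lose their shared fragments to these classes, so that their counts are uncertain.

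From the deposited counts, transcripts were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), normalized with TMM factors and compared in each tissue separately, 3 pools against 3, with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, the legacy method that is the default of this version). Benjamini-Hochberg adjustment was applied over all transcripts tested, with a threshold of 0.05. The standard error of a logFC was derived from the logFC and its test statistic. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Python 3.11.15. The total count per library lay between 39722329 and 87946924. At this depth counting error is small for transcripts above a few CPM, and the number of pools limits the precision. With 3 pools against 3, an exact permutation test of a single value cannot give a two-sided p below 0.1, and 10% of transcripts separate the groups completely by chance.

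Interactions of group with tissue were tested in one fit over the 12 libraries of the Malpighian tubules and the ventriculus, or of the Malpighian tubules and the brain. The tissues of a patriline come from the same workers by the paper's methods, which pairs the libraries. Their deviations from the group means had correlations between −0.0907 and 0.494 over 18 pairs of tissues, and between 0.102 and 0.494 for the ventriculus with the tubules. The fit with the patriline as a block was therefore run beside the one without it.

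A set of 11 P450 genes was tested with camera (preset correlation 0.01) on voom values. The set holds the CYP9Q genes, the P450 of Table S1 and the 7 other genes whose symbol or synonym in the RefSeq table is a CYP name, because that table has no product names. For the same reason the sets of peptidases, apoptosis genes, other detoxification genes and hemocyte genes that had been planned were not built, the fat body, muscle and nerve lists hold only genes with a telling symbol, and no gene ontology test was run. Lists of 6 fat body genes, 7 muscle genes and 3 nerve genes, written before their values were seen, were used to look for other tissues in the tubule pools. Lists of 7 royal jelly genes and 4 venom genes were written after Mrjp1, Mrjp3 and Melt had been seen.

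The share of one tissue's RNA in a library of another was estimated from marker transcripts with at least 100 CPM in the source tissue of each of the other 5 patrilines and a median in the library's own tissue of at most 5% of that level. The share is the median rise over the own tissue as a percentage of the source level.

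The transcripts named in the text are those that the paper names in its results, with the accessions of Table S1, and CYP9Q1, CYP9Q2 and CYP9Q3, with the accessions of the paper's methods. The values of Table S1 had been seen when this rule was set. Other transcripts are named only where a count is small, and are then said to be chosen after their values were seen.

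The quasi-likelihood, exact and likelihood ratio tests and DESeq2, within each tissue, were first tested on simulated data, with counts drawn from the means, spread and library sizes of these libraries and 200 transcripts changed, 100 of them by 4-fold. In the Malpighian tubules (9114 transcripts) the quasi-likelihood test called 49 of the 200 and 5 unchanged transcripts. The exact test called 93 and 40, the likelihood ratio test 95 and 44, and DESeq2 102 and 53. In the brain (10268 transcripts) the quasi-likelihood test called 46 and 3, and the exact test 82 and 25. In the ventriculus (8187 transcripts) they called 122 and 10, and 151 and 38. The quasi-likelihood interaction of the tubules with the ventriculus, with and without the block, and camera were tested on counts simulated with a single spread for all transcripts. The interaction with the brain, the likelihood ratio test and DESeq2 for interactions, the fit of all 18 libraries, the survival covariate, limma-voom and fry were not tested on simulated data. Mixing 20% of tubule RNA into a brain library was recovered as 16.8% to 21.8%, and 20% of brain RNA in a tubule library as 10.0% to 27.0%. Mixtures that involve the ventriculus were not simulated.

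The alternatives fixed before the data were examined were RLE factors, library size only, no filter on low counts, a filter of CPM above 1 in 3 libraries, robust dispersion, the likelihood ratio and exact tests of edgeR, DESeq2, all 18 libraries in one fit, survival percentage as a covariate (its slope scaled to the difference between the group means), counts summed per gene, and leaving out each patriline in turn. Those added after seeing the data were limma-voom, the quasi-likelihood fit without the legacy method, a batch term for P11 and P21, the exact test with other filters, with RLE factors and with patrilines left out, the likelihood ratio test of the interactions, and the marker lists with patrilines left out. A correction for GC content was not run, because no genome sequence was used here.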

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

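The tests of mixed and mislabelled pools and of index hopping, and the lists of royal jelly and venom genes, were chosen after the patterns had been seen. The comparison of CYP9Q1 and the tests of the other royal jelly and venom genes and of the counted share were set before those values were seen. The paper reports none of these signals.

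The brain pool of P21 and the Malpighian tubule pool of P21 each held transcripts of the other tissue. Of 87 transcripts abundant in tubules and low in brain, 83 were higher in the brain pool of P21 than in every other brain pool, at a median of 14.68% of the tubule level (quartiles 3.58% and 20.95%). In the other 5 brain pools the median lay between −0.0270% and −0.000433%. Of 124 transcripts abundant in brain and low in tubules, 121 were higher in the tubule pool of P21 than in every other tubule pool, at a median of 11.10% of the brain level (quartiles 9.84% and 12.05%), against −0.216% to 0.419% in the other 5. A wholly mislabelled brain pool is argued against by the same 14.68%, since the tubule transcripts would then stand at their full tubule level. A candidate explanation is that RNA, tissue or libraries of the 2 tissues of this patriline were mixed in part. The values do not tell at which step. In simulated mixtures of 20%, the estimates lay between 16.8% and 21.8% for tubule RNA in brain and between 10.0% and 27.0% for brain RNA in tubules, so the shares are approximate. CYP9Q1 is itself one of the 87 transcripts, so its level is no separate test of this. It stood at 732 CPM in the brain pool of P21 with scaling to library size, against 36.7 to 99.4 CPM in the other brain pools, where the median share gives 982.8 CPM and its quartiles 290 and 1374 CPM. No biological explanation was tested, as the design gives none for a single pool.

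In the Malpighian tubule pool of P8, 16 of 19 transcripts abundant in the ventriculus and low in tubules were higher than in every other tubule pool, at a median of 11.82% of the ventriculus level (quartiles 7.83% and 13.7%). The median in the other 5 tubule pools lay between −2.74% and 2.73%. RNA of the ventriculus in this pool is a candidate explanation. The markers are few, because most abundant ventriculus transcripts are also present in tubules, and a change of these genes in the tubules of P8 stays open and was not tested.

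Mrjp1, which encodes a major royal jelly protein, stood at 224054 CPM in the brain pool of P11 and 153767 CPM in that of P21, against 6999 to 30466 CPM in the other 4 brain pools. P11 is a tolerant and P21 a susceptible patriline. The 7 royal jelly genes took 28.1% and 19.2% of the counts of these pools and 0.852% to 3.97% in the others, and 6 of the 7 genes were higher in both pools than in the other 4. The exception, Mrjp2, was counted in none of the brain pools but that of P21, at 0.0215 CPM. RNA of the head glands that make royal jelly, left with the brain at dissection, may explain this, although the 4 other brain pools also hold Mrjp1, so that the list does not part gland from brain by itself. Index hopping from these libraries is argued against: it would raise Mrjp1 in libraries of every patriline, and the highest value in the ventriculus and tubule pools of the other 4 patrilines was 4.263 CPM, while P11 and P21 had 149 and 161 CPM in the ventriculus and 1117 and 10722 CPM in the tubules. The share of fragments counted on transcripts was also higher in these 2 brain pools, 45.1% and 42.7% against 31.6% to 34.3%. Without the royal jelly genes it was 37.17% for P11 and 37.6% for P21, still above the 31.0% to 33.8% of the other 4. These values argue against the royal jelly genes as the whole explanation of the higher share. These genes account for part of the difference. The list holds no other transcripts of the glands, so the rest stays open. Age or task of the workers is a biological explanation that the labels do not cover, and it was not tested.

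Melt, the gene of the venom peptide melittin, had 7748 CPM in the ventriculus pool of P7, 269 CPM in that of P11 and 0.381 to 1.45 CPM in the other 4. The 3 other venom genes on the list, Apamin, Mcdp and Pla2, stood at 16.5, 50.7 and 40.3 CPM in the ventriculus pool of P7, and all 3 were higher there than in the other 5 ventriculus pools. RNA of the venom gland in this pool would give this pattern, and how it entered was not tested. The tubule pools of P7 and P11 had 497 and 649 CPM of Melt. No biological explanation was tested. Melt was one of the 5 transcripts that the likelihood ratio test called in the ventriculus (logFC = 11.00), and that difference rests on P7 and P11.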

How the results depend on the processing

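The likelihood ratio tests of the interactions, the batch terms for P11 and P21, limma-voom, the fit without the legacy method, and the exact test with other filters or with patrilines left out were chosen after the results had been seen. The other settings were fixed before the data were examined.

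In the Malpighian tubules the quasi-likelihood test called 0 transcripts, DESeq2 164 (152 higher in susceptible, 12 in tolerant), the likelihood ratio test 105 (104 and 1), the exact test 95 (94 and 1) and all 18 libraries in one quasi-likelihood fit 65, all higher in susceptible. In the ventriculus, DESeq2 called 14, the likelihood ratio test 5 and the exact test 1. In the brain these settings called 0, while 151 transcripts had an unadjusted p under 0.05 in the quasi-likelihood test. Of the 96 transcripts of Table S1, DESeq2 called 93, the likelihood ratio test 95, the exact test 95 and the 18-library fit 56. In simulated data from the tubule libraries the tests that called more also called more unchanged transcripts, which bears on the difference between the tests; for the 18-library fit the cause was not tested. RLE factors, library size only, the other filters, robust dispersion, survival as a covariate, counts summed per gene, limma-voom, the batch term in the quasi-likelihood fit and the fit without the legacy method left the quasi-likelihood counts at 0 in the 3 tissues.

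The likelihood ratio test with P11 and P21 as a batch term called 155 transcripts in the tubules (151 higher in susceptible, 4 in tolerant, 94 of Table S1), 17 in the ventriculus and 5 in the brain (Mrjp6, For, LOC726690, LOC113219337 and LOC727119, all lower in tolerant and named after their values were seen). The cause was not tested.

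With 1 patriline left out, the quasi-likelihood counts were 0 in the brain, 0 to 3 in the ventriculus and 0 to 1 in the tubules, where the 1 call, without P21, was higher in susceptible; in the tubules none of the transcripts of Table S1 was called. Those in the ventriculus were XR_003306097.1 without P21, which is also in Table S1, and Apd-3, LOC100578091 and LOC113218907 without P24, all 3 higher in tolerant. The exact test gave 0 to 9 in the brain (9 without P21, 1 each without P7 and P1), 1 to 62 in the ventriculus (62 without P24, 33 without P11, 17 without P21, 5 without P1, 4 without P7) and 38 to 143 in the tubules (143 without P21, 51 without P11, 49 without P8, 38 without P24). Of the 95 tubule calls, between 30 and 86 were called again. These settings have fewer samples; beyond that the cause was not tested. With other filters, the exact test called 4 in the ventriculus with no filter, 3 and 4 with CPM above 1 in 3 and in 2 libraries, and 8 with at least 10 counts in all, against 73 to 105 in the tubules and 0 in the brain.

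The interaction of tubules with ventriculus had 0 calls in the quasi-likelihood test, 82 in DESeq2, 67 in the likelihood ratio test and 0 to 34 with 1 patriline left out (34 without P7, 1 without P21). The interaction with brain had 0, 33 in DESeq2 and 23 in the likelihood ratio test. Pairing the tissues with the patriline as a replicate block left the quasi-likelihood counts at 0, and with that block the likelihood ratio test called 121 and 19. The block was run for these interactions only, since within 1 tissue each patriline has 1 library. The cause was not tested.

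The P450 set did not pass the 0.05 threshold of limma's camera in any tissue with all 6 patrilines and the default filter. In the tubules it holds cytochrome P450 6a14, which entered for its lower level in tolerant pools of these libraries and weighs against a rise. In the brain its unadjusted value ranged from 0.00725 to 0.854 with 1 patriline left out and reversed without P21 (0.854), where tubule transcripts were found in the brain pool. It was 0.0179 without P8, 0.00725 without P1 and 0.0449 without P11. In the ventriculus the range was 0.00698 (without P11) to 0.273, and in the tubules 0.0529 to 0.541, and 0.0268 with no filter on low counts, which adds 3 rarely counted transcripts to the 9. Fry and an estimated correlation called none of them.

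Of 524 values of 25 named transcripts and tissues over all settings, 446 kept their direction and their side of the threshold, 2 kept their direction but had no adjusted p in DESeq2 (Sox-13 in the tubules and CYP9Q1 in the brain), 68 kept their direction and passed the threshold, and 8 reversed. Those that passed were 16 of the 25 each in the exact test, the likelihood ratio test and that test with the batch term, 15 in DESeq2, 4 in the 18-library fit and 1 without P21. The reversals were all of CYP9Q1 or CYP9Q2, which passed the threshold in no setting. With 1 patriline left out, the logFC in tubules ranged from −0.0499 (without P21) to 0.547 for CYP9Q1 and from −0.0313 (without P21) to 0.414 for CYP9Q2. That of CYP9Q1 ranged from −2.43 to 1.19 (without P21) in the brain and from −0.420 (without P24) to 0.329 in the ventriculus. In the ventriculus it was also −0.0558 with library size only, −0.0623 under limma-voom, and −0.0223 with the batch term in the quasi-likelihood and in the likelihood ratio test. The cause was not tested. The largest shift of a tissue's median logFC by a scaling was −0.0581, in the ventriculus with library size only.

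The peptidase set and the peptidase overrepresentation, with all their alternatives, were not run, because the annotation used here has no product names. Sox-13 had no value at CPM above 1 in 3 libraries, where it is filtered out. Depth limits the transcripts with few counts, such as Sox-13 with 78 in all and the one transcript of Table S1 that was not tested, with 48.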

Differences from the paper's values

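The number of transcripts higher in the Malpighian tubules of susceptible patrilines was 0 here and 95 in the paper. Of the alternatives set before the data were examined, the exact test of edgeR (94), the likelihood ratio test (104) and all 18 libraries in one fit (65) came within 1.5 times the paper's value. DESeq2 (152), RLE factors, library size only, no filter on low counts, CPM above 1 in 3 libraries, robust dispersion, survival as a covariate and counts summed per gene did not, nor did leaving out each patriline. All of these but DESeq2 gave 0, except 1 without P21. The exact test called 95 of the 96 transcripts of the paper's Table S1 and no other transcript; the one it leaves out has 48 counts and was removed by the filter on low counts. Among the settings chosen after seeing the values, the exact test came within 1.5 times the paper's value with no filter (72, without 23 of the 96), with CPM above 1 in 3 libraries (104, without 9) and in 2 (101, without 6), with at least 10 counts in all (77, without 18) and with RLE factors (90, without 5). It did so too without P21 (136, without 10 of the 96), without P7 (113, without 25) and without P1 (103, without 27), and not without P24 (32), P8 (48) or P11 (48). The likelihood ratio test with the batch term, also chosen after seeing the values, called 151, and 94 of the 96 were among its 155 calls in both directions.

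For transcripts higher in the tubules of tolerant patrilines, 0 were found here and 1 in the paper's Table S1, fatty-acid amide hydrolase 2-B. The exact test and the likelihood ratio test gave 1. DESeq2 gave 12, and the other alternatives set before the data were examined gave 0, the 18-library fit and leaving out each patriline included. The likelihood ratio test with the batch term, chosen after seeing the values, called fatty-acid amide hydrolase 2-B and 3 others.

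In the ventriculus, 0 transcripts were found here and the paper reports 1, XR_003306097.1. The exact test gave 1 and the quasi-likelihood test without P21 gave 1, in both cases this transcript. The likelihood ratio test gave 5 and DESeq2 14, both with this transcript among them. Without P24 the count was 3, and the other alternatives set before the data were examined gave 0. The exact test with other filters, RLE factors or a patriline left out called this transcript in each case, with 1 to 62 calls in all, and the likelihood ratio test with the batch term called it among 17; both were chosen after seeing the values.

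The logFC of fatty-acid amide hydrolase 2-B in the tubules was 1.32 here and 1.12 in the paper's text, while the paper's Table S1 gives 1.320. Of the alternatives set before the data were examined, survival as a covariate and leaving out P21, P8 or P11 came within the standard error of the value in the text. Leaving out P11 gave 1.12, which reaches it. RLE factors, library size only, no filter, CPM above 1 in 3 libraries, DESeq2, the likelihood ratio and exact tests, robust dispersion, the 18-library fit, counts summed per gene and leaving out P24, P7 or P1 did not.

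The logFC of caspase-3 was −1.91 here and −1.19 in the paper's text, while the paper's Table S1 gives −1.910. Leaving out P8 (−1.55) came within the standard error of the value in the text. The other alternatives set before the data were examined did not, with values between −2.34 and −1.71.

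The paper's text names a gene Sox-1, with a logFC of −3.56, that Table S1 does not hold under that name. The transcript listed there as Sox-13 had a logFC of −3.16 here (standard error 0.790) and −3.160 in the paper's table, and the paper's value for Sox-1 differs from these by less than that standard error. The P450 that the text calls CYP6A4 is listed in Table S1 as cytochrome P450 6a14, with a logFC of −1.47 here. In all, 27 values were compared with the paper's, of which 22 did not differ by the rules used, and 5 did.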

Other observations

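The test of a neighbouring part of the gut, the tests of other splits with all 18 libraries and with the patriline as a block, the test of transcripts counted together, the list of abundant ventriculus transcripts, and leaving out patrilines from the lists of muscle, fat body and nerve genes were chosen after the results had been seen. The other tests here were set before their results were seen.

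The transcripts that the exact test called higher in the Malpighian tubules of susceptible patrilines were mostly more abundant in the ventriculus than in the tubules. Their median log2 ratio of ventriculus to tolerant tubules was 3.26. In 10000 random lists of 94 transcripts matched on mean expression the median lay between −1.62 and −0.80, so that 0 lists came as high. This describes these libraries only. The calls were picked for a lower level in tolerant tubules, which is the denominator of the ratio, and the lists were not matched on that. Part of the gap is therefore fixed by the selection. Ventriculus tissue carried into the tubule pools of susceptible patrilines is the first technical explanation. For each call, the rise divided by its level in the ventriculus gives the share of ventriculus RNA that would be needed. The median share needed was 34.6% (quartiles 22.5% and 62.3%), and 15 of the 94 would need more than 100%. Transcripts abundant in the ventriculus and low in tubules showed an excess share with a median of only 0.2137% over the 3 susceptible tubule pools (11.82% in P8, 0.214% in P1 and −1.48% in P21). Of 46 transcripts with at least 1000 CPM in the ventriculus and at least 4-fold above tolerant tubules, 43 were higher in susceptible tubules. Their median rise was 7.39% of the ventriculus level (quartiles 1.98% and 20.05%). It was 22.26% for the 10 that were calls and 4.00% for the 36 that were not, a gap that the calling itself produces in part. The 46 were also picked for a low level in tolerant tubules, which favours a rise. The shares needed argue against ventriculus tissue as the whole explanation. The marker shares go the same way, but rest on 12 to 19 transcripts per pool, and this estimate was not tested on simulated mixtures. Mixing alone would raise abundant transcripts by about one common share. The spread over all 46 decides little, since the shares in the brain pool of P21 also had quartiles of 3.58% and 20.95%. Leaving out P8, whose pool held such transcripts, lowered the exact-test count from 95 to 49, with 42 of the 95 called again.

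A part of the gut next to the tubules, such as the end of the midgut or the hindgut, could carry midgut transcripts in other proportions than the ventriculus pools do. It stays open: 77 of the 94 calls were more abundant in the ventriculus than in susceptible tubules and 17 were less, but no library of such a part was analysed here, so the 2 cannot be told apart from a change within the tubules. The latter is the paper's reading and a biological hypothesis that these data leave untested. Brain RNA in the tubule pool of P21 is argued against, since 86 of the 95 calls were also made without P21. A difference in library size is argued against too: after thinning to one total, 98 transcripts were called, 94 of them among the 95. Muscle stays open. Its 7 genes had a median logFC of 0.7303 (higher in tolerant for 6 of 7, limma's camera p 0.0312), but this rested on the tubule pool of P11, where TpnCIIIa, the most abundant of them, had 415 CPM against 70.1 to 208 CPM in the other 5 pools. Without P11 the median was −0.23, with 5 of 7 higher in susceptible (camera p 0.827), and the camera p was 0.235 without P1. Without each of the other 4 patrilines the list stayed higher in tolerant, with a camera p between 0.00151 and 0.0312. For fat body, the median logFC of 5 of 6 genes was −0.1058 (3 higher in susceptible, 2 in tolerant, camera p 0.879), and for nerve it was 0.2852 with only 2 of 3 genes tested; genes that go both ways decide nothing here, and each of the 3 tissues may still contribute. The most abundant fat body gene in the susceptible tubule pool of P21, Tsf1 at 1220 CPM, was at 4577 to 6531 CPM in the brain pools, so it is no marker of fat body alone. The fat body median changed sign between −0.75 without P11 and 0.81 without P8, and that of nerve between −0.29 without P8 and 0.17 without P21. None of the genes of these 3 lists was called by the exact test. GC content was not tested.

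Chance cannot be excluded as the source of the groups' difference, because the 6 patrilines make only 10 splits into 3 and 3. For the exact-test calls in the tubules, 1 split of 10, the real one, had as many as 95, and the next had 70 (P11, P21 and P24 against P1, P7 and P8, which keeps P11 and P21 together). With all 18 libraries in one fit, 1 of 10 had as many as 65, and the next had 6. In the brain the real split had 0 calls, which 10 of 10 splits reach whatever the data, so that this comparison decides nothing; the largest other, P1, P7 and P24 against P8, P11 and P21, had 240. In the ventriculus 10 of 10 splits had at least the 1 call of the real one, with 146 calls for P1, P8 and P24 against P7, P11 and P21. In both of these splits P11 and P21, the pools high in royal jelly transcripts, stood in the same group. The real split parts them, and a batch term for these 2 patrilines gave 0 quasi-likelihood calls in the 3 tissues and, in the likelihood ratio test, 5 calls in the brain, 17 in the ventriculus and 155 in the tubules. For the likelihood ratio test of the interaction of tubules with ventriculus, 1 split of 10 had as many as 67 calls, and for tubules with brain 4 of 10 had as many as 23, up to 449 for P11, P21 and P24 against P1, P7 and P8. With the patriline as a block these were 1 of 10 (121 calls, the next 59) and 4 of 10 (19 calls, up to 129), the largest other split being the same one. Each split keeps the tissues of a patriline together. As small a camera p for the P450 set was given by 4 of 10 splits in the brain, 3 of 10 in the ventriculus and 3 of 10 in the tubules.

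More transcripts were called in the tubules than in the other tissues by the exact test, the likelihood ratio test and DESeq2. A lower spread between tubule pools is argued against, as the biological coefficient of variation was 0.4181 there, 0.399 in the brain and 0.267 in the ventriculus.

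Genes with more than 1 transcript held 4.227% of the counts, although they are 5623 of the 12122 genes matched, while 30.9% to 50.3% of fragments were ambiguous in each library. This is consistent with fragments shared by the transcripts of a gene being left uncounted. It would leave these genes out of reach unless a transcript has a part of its own. Once tested they were called about as often, and the difference itself was not tested: 34 of 3372 transcripts (1.01%) against 61 of 5742 (1.06%) for genes with 1 transcript, in the exact test of the tubules.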
